# Thrombocyte-derived Dickkopf1 promotes macrophage polarization in the Bleomycin-induced lung injury model

**DOI:** 10.3389/fimmu.2023.1247330

**Published:** 2023-12-15

**Authors:** Eun-Ah Sung, Min Hee Park, SuJeong Song, Hasan Alanya, Octavian Henegariu, Jinze Liu, E Zeynep Erson-Omay, Patricia J. Sime, Wook-Jin Chae

**Keywords:** Dickkopf1, macrophage, polarization, thrombocyte, inflammation

## Abstract

Immune responses are crucial to maintaining tissue homeostasis upon tissue injury. Upon various types of challenges, macrophages play a central role in regulating inflammation and tissue repair processes. While an immunomodulatory role of Wnt antagonist Dickkopf1 (DKK1) has been implicated, the role of Wnt antagonist DKK1 in regulating macrophage polarization in inflammation and the tissue repair process remains elusive. Here we found that DKK1 induces gene expression profiles to promote inflammation and tissue repair in macrophages. Importantly, DKK1 induced various genes, including inflammation and tissue repair, via JNK (c-jun N-terminal kinase) in macrophages. Furthermore, DKK1 potentiated IL-13-mediated macrophage polarization and activation. The co-inhibition of JNK and STAT6 markedly decreased gene expressions *relevant to* inflammation and fibrosis by DKK1 and IL-13. Interestingly, thrombocyte-specific deletion of DKK1 in mice reduced collagen deposition and decreased Arg1, CD206, HIF1α, and IL1β protein expressions in monocyte-derived alveolar macrophages in the acute sterile bleomycin (BLM)-induced lung injury model. These data suggested that thrombocytes communicate with macrophages via DKK1 to orchestrate inflammation and repair in this model. Taken together, our study demonstrates DKK1’s role as an important regulatory ligand for macrophage polarization in the injury-induced inflammation and repair process in the lung.

## Introduction

Upon various environmental challenges, including infectious pathogens, allergens, and chemicals, tissue injuries cause inflammatory immune responses. Immune responses are vital biological processes to remove the origin of inflammation and maintain tissue homeostasis (1). Tissue repair and regeneration following tissue injury are augmented to reinstate tissue homeostasis. Dysregulation of these processes leads to chronic inflammation or organ fibrosis.

The Wnt signaling pathway is an essential regulator of tissue homeostasis since it promotes cell differentiation, proliferation, immune cell function, and tissue repair (2–4). Dysregulation of Wnt signaling pathways and aberrant expression of Wnt antagonists have been reported in various diseases such as asthma, autoimmunity, and cancer (5, 6). Multiple studies have shown that elevated protein levels of Wnt antagonist Dickkopf1 (DKK1) were associated with chronic inflammatory diseases (7–9). DKK1’s function as a pro-inflammatory immunomodulator in type 2 and type 17 inflammatory disease models has been highlighted (10, 11). While DKK1 induces type 2 inflammation via CD4^+^ T cells in allergen-induced asthma and a parasitic infection model, whether DKK1 regulates other immune cells that play a central role in inflammation and tissue repair remains elusive.

Among immune cells, macrophages drive the initial immune responses following injury by producing chemokines and inflammatory mediators (12). Macrophages are an important source of numerous soluble mediators, chemokines, and growth factors that recruit and stimulate various cell types involved in inflammation and tissue repair (13). These features make macrophages a key immune cell subset to regulate immune responses and tissue repair.

Upon injury, monocytes are recruited into the wound site from the bone marrow and are differentiated into macrophages. These recruited macrophages play a vital role in wound healing by temporarily and mechanistically driving inflammation and tissue repair processes (14–17). Perturbation of phenotypic and functional changes in these macrophages results in miscommunications with other cells involved in wound healing, leading to chronic inflammatory diseases (13).

Type 2 inflammation is featured by increased type 2 cytokines such as IL-13 and type 2 inflammation-associated macrophage (18). The macrophage polarization by type 2 cytokines promotes tissue repair (19). IL-13 promotes the recruitment and activation of macrophages in type 2 cell-mediated inflammation, inducing Arginase-1 (Arg1), CD206, Fra-2, and Fizz1 (19–22). Matrix metalloproteinases (MMPs) are enzyme involved in the maintenance and remodeling of extracellular matrix (ECM), and tissue inhibitor of metalloproteinase 1 (TIMP1) plays a regulatory role as inhibitors of MMPs (23, 24). Along with type 2 cell-mediated inflammation, a reduction of MMP expression or increased TIMP1 expression in macrophages promotes ECM protein deposition in the injured lung (25). Aberrant activation of macrophages dysregulates homeostatic crosstalk with other cells for tissue repair, leading to pathological fibrosis (21, 26, 27).

In this study, we addressed the role of DKK1 in regulating the polarization of macrophages. We sought to delineate signaling pathways for DKK1-mediated macrophage polarization using pharmacological and genetic approaches. We identified thrombocyte-derived DKK1 as a critical regulator of macrophage polarization using thrombocyte-specific deletion of Dkk1 in mice upon BLM-induced lung injury.

## Materials and methods

### Mice

C57Bl/6J mice (#000664), STAT6 knockout (KO) (#005977), and Pf4-cre mice (#008535) were purchased from the Jackson Laboratory and have been bred in our mouse facility. Dkk1 flox mice sperm was purchased from the EMMA mouse repository (EMMA: 09872) and rederived by Virginia Commonwealth University (VCU) transgenic core facility. All mouse protocols were approved by the VCU Animal Care and Use Committee (IACUC) approval in accordance with the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC).

### Bone marrow-derived macrophage differentiation and activation

To isolate bone marrow (BM) cells, femurs and tibias were obtained from 8- to 10-week-old C57Bl/6J or STAT6 KO mice. The BM cells were collected and suspended in RBC lysis buffer (420302, BioLegend). For BMDM differentiation, the BM cells were gently resuspended to BMDM differentiation medium (DMEM supplemented with 20% FBS (100-106, Gemini Bio Products), 1% Pen/Strep, 1% Sodium pyruvate, 1% GlutaMax, 1% MEM-NEAA and 20 ng/ml of murine M-CSF (576404, BioLegend)) as described previously (28–31). Six days after seeding the BM cells, the cells were cultured in BMDM cultivation medium (RPMI 1640 supplemented with 10% FBS, 1% Pen/Strep, 1% Sodium pyruvate, 1% GlutaMax, 1% MEM-NEAA and 5 ng/ml of murine M-CSF). For macrophage activation, the BMDMs were treated with 100 ng/ml of LPS (L6529, Sigma-Aldrich) or 2 ng/ml of recombinant murine IL-13 (575902, BioLegend) with or without 30 ng/ml of recombinant mouse DKK1 (759602, BioLegend) for 48 hours.

For inhibitors, JNK inhibitor (2 μM, SP600125, A4604, APExBIO), p38 MAPK inhibitor (5 μM, SB203580, 1202, Tocris), SGK-1 inhibitor (2 μM, GSK 653094, 3572, Tocris), mTOR inhibitor (100 pM, Rapamycin, S1039, Selleckchem), GSK-3β inhibitor (100 nM, TWS110, B1540, APExBIO), ERK inhibitor (1 μM, PD98059, A1663, APExBIO), and PI3K inhibitor (1 μM, LY 294002, A8250, APExBIO) were treated with cytokines for 48 hours where indicated. The antibodies used for flow cytometry are listed in **Supplementary Table 1**. Data were collected on a FACSCanto (BD Biosciences) and analyzed using FlowJo software (Tree Star).

### RNA extraction and quantitative RT-PCR

Total RNA from BMDMs was extracted according to the manufacturer’s instructions using TRIzol reagent (15596026, Thermo Fisher Scientific). RNA purification with the isolated RNA was performed using RNeasy Plus Mini Kit (74136, QIAGEN), according to the manufacturer’s instructions. Reverse transcription of total RNA was performed using RNA to cDNA EcoDry Premix kit (639548, Takara Bio). qPCR was performed using PowerUp SYBR Green Master Mix (A25742, Thermo Fisher Scientific). The reaction was detected on a QuantStudio 3 or 5 Flex Real-Time PCR (Thermo Fisher Scientific). The mRNA levels of target genes were normalized by comparing them to the mRNA level of TATA-box binding protein (Tbp) control using the 2^-ΔΔCt^ method (32). Relative mRNA levels were quantified by setting the Tbp control as 1000 for normalization. Primers used for qPCR are listed in **Supplementary Table 2**.

### Bulk RNA seq

Total RNA from BMDMs was extracted using TRIzol, and purified RNA was isolated using the Rneasy Plus Mini Kit reagent according to the manufacturer’s instructions. The quality of RNA-seq reads was assessed with FastQC v0.11.9. The reads were aligned using STAR aligner v2.7.6a to reference genome GRCm39 (33). Raw gene counts of mapped reads were aggregated using featureCounts (34). Following the acquisition of the count matrix, an unbiased analysis of differential gene expression (DEG) was performed with Bioconductor package DESeq2 v1.30.0 using the normalized and filtered counts per gene from the RNA-seq analysis (35). DEGs with adjusted p-value < 0.05 and an absolute log2-fold change > 1 were considered statistically significant. Functional Enrichment Analysis was conducted using enrichGO from the clusterProfiler package (36, 37). The DEGs are listed in **Supplementary Data Sheet 1** (Control vs. DKK1), **2** (Control vs. IL-13), **3** (Control vs. IL-13 **+** DKK1), and **4** (IL-13 vs IL-13 + DKK1). Raw data were deposited to the GEO repository.

### Hemavet analysis

Peripheral blood (75 μl) was collected from Dkk1^fl/fl^ and Pf4-cre Dkk1 ^fl/fl^ mice using the retro-orbital sinus sampling method. The Hemavet 950FS (Drew Scientific) was used to count immune cells, platelets, and red blood cells.

### Enzyme-linked immunosorbent assay

Concentrations of circulating DKK1 in plasma samples were measured by ELISA according to the manufacturer’s protocol (MKK100, R&D systems).

### Bleomycin-induced lung injury model

Bleomycin Sulfate (BLM; S121415, Selleckchem) (4 U/kg) was dissolved in 40 μl of PBS for each mouse per oropharyngeal challenge. 8- to 10-week-old C57Bl/6J mice, Pf4-cre Dkk1^fl/fl^ mice, and their littermate controls were challenged with BLM on day 0. Mice were sacrificed, and lungs were harvested and perfused on day 14. For platelet depletion, anti-mouse CD41 antibody (100 μg, clone: MWReg30, 133940, BioLegend) and isotype Rat IgG (100 μg, 400457, BioLegned) were intraperitoneally injected on day 0 upon BLM challenge.

For flow cytometry analysis, single-cell lung homogenates were prepared by collagenase digestion (280 U/ml Collagenase type IV (LS004188, Worthington Biochemicals), 2% (v/v) FBS (100-106, Gemini Bio Products), and 40 μg/ml DNase I (10104159001, Roche) in PBS using the gentleMACS Octo Dissociator (Miltenyi Biotec). After blocking the Fc Receptor, cells were stained with Zombie Aqua Fixable Viability Kit (423102, BioLegend). Subsequently, the cells were stained with fluorescent-conjugated antibodies against different cell surface antigens. Following surface staining, cells were fixed with IC fixation buffer (00-8222-49, Thermo Fisher Scientific) for intracellular staining. The antibodies used are listed in **Supplementary Table 1**. FACSCanto (BD Biosciences) was used for flow cytometry, and data were analyzed by FlowJo software (Tree Star).

### Immunohistochemistry, immunofluorescence staining, and western blot

Lungs were fixed with 10% formalin (23-245685, Fisher Scientific) embedded in paraffin. Lung tissue sections (5 μm thick) were used. For H&E staining, the nuclei were stained by Hematoxylin (MHS32, Sigma-Aldrich), and the cytoplasm was stained by Eosin (HT110132, Sigma-Aldrich). For immunohistochemistry (IHC) and immunofluorescence staining (IF), sodium citrate buffer (10 mM, pH 6.0) was used for antigen retrieval. Endogenous peroxidases were blocked using 3% H_2_O_2_. The sections were incubated with 5% BSA and subsequently stained with primary antibody (Goat polyclonal anti-DKK1, AF1096, R&D systems (6 μg/ml); Rabbit polyclonal anti-CD41 PA5-22307, Thermo Fisher Scientific (1:50)). For IHC, the sections were stained with 5 μg/ml of HRP-conjugated secondary antibody (HRP-conjugated mouse anti-goat IgG, sc-2354, Santa Cruz Biotechnology). Sections were treated with the ABC reagent (PK-7100, Vector Laboratories) and developed using a DAB substrate kit (SK-4100, Vector Laboratories). The nuclei were stained by Hematoxylin. The sections were mounted with the mounting solution (H-5000, Vector Laboratories), and images were acquired using Vectra Polaris (Akoya Biosciences).

For IF, the sections were stained with secondary antibodies (Alexa Fluor 488-conjugated donkey anti-goat IgG, 705-545-147, Jackson ImmunoResearch; Alexa Fluor 568-conjugated goat anti-rabbit IgG, A-11036, Invitrogen). Sections were incubated with a Vector TrueVIEW Autofluorescence Quenching Kit (SP-8500, Vector Laboratories) and mounted in VECTASHIELD Vibrance Antifade Mounting Medium with DAPI. Images were acquired using an EVOS FL Auto (Thermo Fisher Scientific) or All-in-one Keyence fluorescence microscope (BZ-X810).

For Western blot, lung homogenate lysates were separated by SDS-PAGE and transferred onto a polyvinylidene difluoride membrane. The membrane was blocked and immunoblotted with primary antibodies against DKK1 (AF1096, R&D systems) at 1:1500 dilution and β-actin (3700, Cell Signaling) at 1:5000 dilution. After incubation with HRP-conjugated secondary antibodies, the membrane was developed using a WesternBright™ Sirius kit (K-12043-D10, Advansta). Bands were detected and quantified using the Chemidoc and ImageJ and normalized to β-actin protein levels.

### Masson’s Trichrome staining and quantification of collagen deposition

After deparaffinization, the lung tissue sections (5 μm thick) were fixed in Bouin’s Solution (11750-32, IHC world). They were stained with Masson Trichrome Stain Kit (IW-3006, IHC world) according to the manufacturer’s protocol and mounted with the mounting solution (H-5000, Vector Laboratories). Images were acquired using Vectra Polaris (Akoya Biosciences). Images were saved as TIFF using Phenochart, a slider viewer software (Akoya Biosciences). The “Color Deconvolution” plugin (Masson Trichrome) in Fiji software was used for image processing. Images were deconvoluted in their color components. The green component of Masson Trichrome was measured using the “Threshold” tool. The Threshold value of the deconvoluted images was adjusted, and the same threshold value was applied to all processed images. The selected area of the image was analyzed using the “Measure” tool. Total collagen deposition was quantified from the entire tissue section. Pictures from ten fields were randomly taken in the parenchyma region of the lungs, excluding big bronchiole and arterial structures, for quantification of parenchyma collagen deposition.

### Statistical analysis

Statistically significant differences were analyzed by Student’s t-test, one-way ANOVA analysis, and two-way ANOVA analysis with Bonferroni’s *post hoc* test with GraphPad Prism software (version 9.4.1, GraphPad Software Inc.). Data are represented as means ± SD. P values < 0.05 were considered significant.

## Results

### DKK1 induces various gene expression profiles including inflammation and tissue repair in macrophages

It has been shown that DKK1 is an immune modulator in multiple inflammatory disease models (10, 11, 38). Whether DKK1 can modulate macrophages was not investigated. Given that type 2 cytokine-activated macrophages are important for promoting type 2 inflammation and tissue repair, we used bone marrow-derived macrophages (BMDMs) to explore DKK1-mediated gene expressions *in vitro* (**Figure 1A** and **Supplementary Figure 1A**). 

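BMDMs are macrophages grown in culture from mouse bone marrow, here from C57Bl/6J mice in M-CSF, and bulk RNA seq measures the mRNA of a whole culture. The samples were 12 cultures in 4 groups of 3 biological replicates, as the submitters label them: untreated, IL-13 at 2 ng/ml, DKK1 at 30 ng/ml, and both together (IL-13 + DKK1), each for 24 h. The authors aligned the reads with STAR to the mouse genome GRCm39, counted them per gene with featureCounts and deposited the counts, with no gene whose highest count in any library was under 11. The total count per library was 32304734 to 36313541 (median 36117403) in the untreated group and 32772880 to 36325497 (median 35269587) with IL-13. It was 32224036 to 35026632 (median 33587248) with DKK1 and 34153721 to 40917086 (median 38233358) with IL-13 + DKK1. Lyz2, a lysozyme gene of macrophages, took 1.76% ± 0.047 of the counts in the untreated group, 1.14% ± 0.026 with IL-13, 3.07% ± 0.032 with DKK1 and 2.30% ± 0.052 with both (SD, n = 3 each). Of the counts between 1 and 20, 76.0% were even numbers, against 51.6% of those above 1000, which single independent reads would not give. From these counts, levels were expressed as CPM, the share of a library's counts scaled to a fixed total, after TMM scaling, and 16306 of the 17723 genes passed the filter on low counts. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a single model of all 12 libraries, where the paper used DESeq2. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the paper. Log2 fold changes are given ± an approximate standard error, the absolute log2 fold change divided by the square root of the test's F statistic. Gene lists were set before the deposited counts were examined. Values in the paper's supplementary sheets, which come from the same libraries, had been seen before those counts were at hand. The biological coefficient of variation, the relative spread between replicates beyond counting error, was 0.0612. In a principal component analysis of the log2 CPM, the first component held 43% of the variance and separated the libraries with DKK1 from those without it. The second, with 23.4%, separated those with IL-13 from those without.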

Interestingly, bulk RNA seq analyses for differentially expressed genes (DEGs) and heatmap analyses showed that DKK1 upregulated a variety of genes, including ones that are involved in type 2 cytokine-mediated macrophage activation, tissue repair, and fibrosis (**Figure 1B** and **Supplementary Figure 1B****).** Transcription factor EC (Tfec) transcribes IL-4 receptor α (IL-4Rα) expression to promote IL-4-activated macrophage polarization (39). 

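With DKK1, 845 of the 16306 genes tested rose and 1054 fell (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arg1, the arginase that marks alternatively activated macrophages, lies on chromosome 10 of GRCm39 from 24791118 to 24803817 and rose from 14.7 ± 6.92 (SD, n = 3) to 334 ± 43.0 (SD, n = 3) CPM. This is a log2 fold change of 4.51 (standard error 0.19, adjusted p = 1.21e-14 from edgeR's quasi-likelihood test). Mrc1, which encodes the mannose receptor CD206, was at 603 ± 25.1 (SD, n = 3) CPM without and 989 ± 98.8 (SD, n = 3) CPM with DKK1, a log2 fold change of 0.71 (standard error 0.06, adjusted p = 7.80e-10 from edgeR's quasi-likelihood test) and below the fold threshold. Tfec rose by a log2 fold change of 1.35 ± 0.05, and Il4ra, whose transcription the paper ascribes to it, went from 198 ± 1.82 (SD, n = 3) to 1129 ± 49.9 (SD, n = 3) CPM (log2 fold change 2.51 ± 0.05). The scavenger receptor gene Marco rose by 4.86 ± 0.13. Of 11 measured genes of the IL-4/IL-13 receptor and STAT6 pathway, 6 rose and none fell (6 higher when adjusted over the list alone, and camera adjusted p = 2.88e-14). They include Il13ra1 (log2 fold change 1.49 ± 0.07) and Socs1 (1.99 ± 0.13). Of 21 alternative activation markers, 5 rose and 4 fell (5 higher and 4 lower when adjusted over the list alone, and camera adjusted p = 0.152). Besides Arg1, the genes that rose were Ccl22, Cish, Pdcd1lg2 and Ccl17, which had 0 counts in the untreated libraries and was at least 4.14-fold higher against a floor of 3 counts over the group. Those that fell were the transcription factors Irf4 (-2.45 ± 0.19) and Egr2 (-2.61 ± 0.13), Flt1 (-3.36 ± 0.14) and Clec7a (-1.68 ± 0.04). The median log2 fold change of this list was -0.16, its mean 0.32 and camera's direction down. Of the 20 genes of Figure 1B, 19 rose and none fell (19 higher when adjusted over the list alone). The study shows them for these same samples and does not say how it chose them, so their count is not taken as independent evidence. Of the 34 genes in the bar plots of Supplementary Figures 1B and 4C, likewise chosen by the study, 16 rose and 6 fell (16 higher and 6 lower when adjusted over the list alone). Outside these lists, the largest changes included the acute phase gene Saa3 (log2 fold change 7.65 ± 0.29) and Cd38 (7.33 ± 0.20), and, among genes that fell, Nanos1 (-4.71 ± 0.15) and Rasgrp3 (-4.63 ± 0.24). Of 9 neutrophil markers, none rose and 2 fell (2 lower when adjusted over the list alone, and camera adjusted p = 0.0569), Camp (-1.53 ± 0.12) and Ly6g (-2.20 ± 0.61), which was at 0.690 ± 0.182 (SD, n = 3) CPM in untreated cells and was not called by edgeR's TREAT, a test against the fold threshold itself. Of 4 measured megakaryocyte and platelet markers, Pf4 (3.62 ± 0.06) and Ppbp (5.03 ± 0.16) rose and none fell past the fold threshold (2 higher when adjusted over the list alone, and camera adjusted p = 7.32e-08). The other 2, Treml1 (-0.62) and Itga2b, had negative log2 fold changes, and 1 of them was lower at the adjusted p alone. The upward direction of this list thus comes from Pf4 and Ppbp.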

The scavenger receptor, macrophage receptor with collagenous structure (MARCO), polarized macrophages to a type 2 cytokine-induced phenotype in asbestos-induced fibrosis (40). 

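Irf7, a transcription factor of the type I interferon response, lies on chromosome 7 of GRCm39 from 140842619 to 140846398. It was at 64.0 ± 23.9 (SD, n = 3) CPM in untreated BMDMs and 636 ± 92.3 (SD, n = 3) CPM with DKK1, a log2 fold change of 3.31 (standard error 0.22, adjusted p = 3.14e-11 from edgeR's quasi-likelihood test). Of 26 measured type I interferon-stimulated genes, 24 rose with DKK1 and none fell (24 higher when adjusted over the list alone, and camera adjusted p = 2.46e-25, and adjusted p = 0.0663 with an estimated correlation). Among them were the 2'-5'-oligoadenylate synthetase-like gene Oasl1 (log2 fold change 3.38 ± 0.23), the nucleic acid sensor Zbp1 (3.09 ± 0.11) and the ubiquitin-like modifier Isg15 (2.63 ± 0.13). The other members, Irf9 (0.57 ± 0.04) and Cxcl10 (0.36 ± 0.30), stayed under the fold threshold. With IL-13 alone, 2 of these genes rose, Irf7 (1.03 ± 0.21) and Usp18 (1.05 ± 0.12), and Cxcl10 fell (-2.44 ± 0.36), with the same counts when adjusted over the list alone (camera, adjusted p = 0.765). Without IL-13 replicate 1 the log2 fold change of Irf7 with IL-13 was 0.62 and only Usp18 rose. Without untreated replicate 2 or 3 neither rose (Irf7 0.87 and 0.89, Usp18 0.96 and 0.94).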

Irf7 mRNA expression was upregulated by DKK1 (**Figure 1B**). Interferon regulatory factor 7 (IRF7) controls the pro- to anti-inflammatory macrophage phenotype switch in response to chronic exposure to transforming growth factor β1 (TGFβ1) (41). 

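Itgam, which encodes the integrin chain CD11b of leukocyte adhesion, rose with DKK1 from 275 ± 7.62 (SD, n = 3) to 774 ± 3.27 (SD, n = 3) CPM (log2 fold change 1.49 ± 0.04). It is among 12 macrophage identity genes, of which 3 rose (Itgam, Fcgr1 and Cd14) and Cebpa, a transcription factor of myeloid cells, fell with a log2 fold change of -1.84 ± 0.05 (3 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 0.0242, and adjusted p = 0.17 with an estimated correlation). Of 10 chemokine receptors, 3 rose and 1 fell (3 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 0.62). Ccr1, a receptor of inflammatory chemokines, rose by 4.41 ± 0.10 and Ccr7 by 2.21 ± 0.30, while the fractalkine receptor Cx3cr1 fell from 535 ± 16.8 (SD, n = 3) to 140.4 ± 3.97 (SD, n = 3) CPM. Of 32 cell cycle and DNA replication genes, 15 fell and Ccne1 alone rose (1 higher and 15 lower when adjusted over the list alone, and camera adjusted p = 4.21e-13, and adjusted p = 0.0758 with an estimated correlation). Those that fell include the cyclin Ccnb2 (-2.36 ± 0.10), Cdc20 (-2.04 ± 0.11) and the proliferation marker Mki67 (-1.48 ± 0.09). Ccne1 was not called without untreated replicate 3 or DKK1 replicate 2, nor with upper-quartile factors or library size only, which leaves 0 cell cycle genes higher. Without DKK1 replicate 1, 2 chemokine receptors fell, and with library size only the macrophage identity genes had a camera adjusted p = 0.0772.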

Further analyses using Gene Ontology (GO) terms revealed that DKK1-treated macrophages exhibited enrichment in essential components of the immune responses, including leukocyte migration, positive regulation of response to external stimuli, cytokine-mediated signaling pathways, and positive regulation of cell adhesion (**Supplementary Figure 1C**).

**Figure 1:**
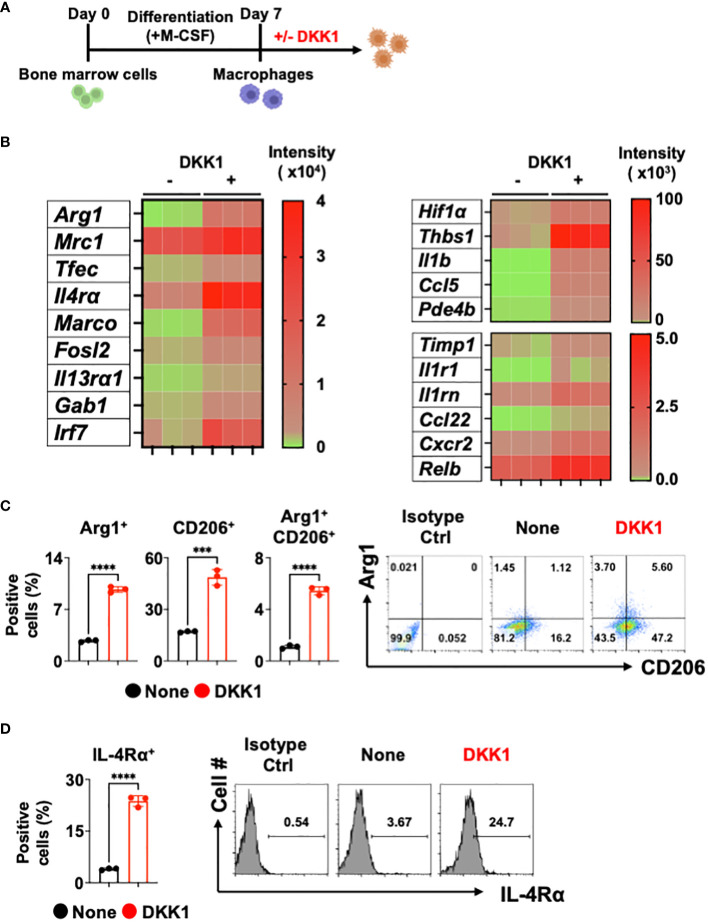
DKK1 induces *various gene expressions including* inflammation and fibrosis in macrophages. **(A-D)** Experimental scheme of bone marrow-derived macrophages (BMDMs) created with Biorender.com **(A)**. BMDMs were treated with DKK1 for 24 hours prior to bulk RNA sequencing (RNAseq) **(B)** and for 48 hours prior to flow cytometry analysis **(C, D)**. A representative of three independent experiments is shown **(C, D)**. Student’s t-test was performed for **(C, D)**. ****p < 0.0001, ***p < 0.001. See also **Supplementary Figure 1**.

We further examined these points with DEG profile and heatmap analyses and found that DKK1 induces a variety of genes known to play key roles in inflammation and tissue repair in macrophages (**Figure 1B** and **Supplementary Figure 1B**). 

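Hif1a, the oxygen-regulated subunit of the HIF-1 transcription factor, rose from 72.8 ± 2.54 (SD, n = 3) to 628 ± 29.7 (SD, n = 3) CPM with DKK1. This is a log2 fold change of 3.11 (standard error 0.06, adjusted p = 2.97e-20 from edgeR's quasi-likelihood test), and the gene lies on chromosome 12 of GRCm39 from 73948149 to 73996321. Of 21 hypoxia and glycolysis genes, 7 rose and Ndrg1 fell (7 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 2.88e-14, and adjusted p = 0.00636 with an estimated correlation). The lactate exporter Slc16a3 rose by a log2 fold change of 2.00 ± 0.05, the HIF prolyl hydroxylase Egln3 by 1.99 ± 0.18 and lactate dehydrogenase Ldha by 1.07 ± 0.04. Gapdh is also in this count, but its low level leaves it uncertain, since reads may be shared with its pseudogenes. Of 26 inflammatory genes of the NF-κB and LPS response, 14 rose and 4 fell (14 higher and 4 lower when adjusted over the list alone, and camera adjusted p = 5.25e-09). Acod1, which makes itaconate, rose by 3.90 ± 0.15 and the chemokine Ccl2 by 3.17 ± 0.17. Nos2 had 2 counts over the untreated libraries and 62 with DKK1, a ratio of 35.0 with a 95% counting interval of 9.28 to 295. The 4 that fell were Tnf (-1.62 ± 0.10), Il10 (-1.65 ± 0.18), Ccl3 and Ccl4. The counting interval covers counting error only and treats each count as independent. The excess of even numbers among low counts makes that doubtful, so it may be too narrow. With library size only, Ldha had a log2 fold change of 0.95, under the fold threshold.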

Hypoxia plays an important role in pulmonary fibrosis pathogenesis by increasing pro-resolving genes in the BLM-induced lung injury model (42, 43). A recent study has shown that the Wnt/β-catenin pathway promoted an inflammatory activity of macrophages following viral infection via enhanced Hif1α expression (44). 

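Timp1, a secreted inhibitor of matrix metalloproteinases, lies on chromosome X of GRCm39 from 20736316 to 20740976. Its level was 3.35 ± 1.07 (SD, n = 3) CPM in untreated and 10.4 ± 0.954 (SD, n = 3) CPM in DKK1-treated BMDMs, a log2 fold change of 1.63 (standard error 0.15, adjusted p = 7.45e-09 from edgeR's quasi-likelihood test). Of 24 measured matrix and matrix-remodeling genes, 6 rose and 5 fell (6 higher and 5 lower when adjusted over the list alone, and camera adjusted p = 0.0729). Those that rose included metalloproteinases themselves, Mmp9 (log2 fold change 2.82 ± 0.07), Mmp14 (2.43 ± 0.05) and Mmp19 (1.56 ± 0.05), as well as the proteoglycan Vcan (6.56 ± 0.17). Those that fell included the urokinase gene Plau (-2.23 ± 0.06), the growth factor Pdgfb (-2.28 ± 0.06) and Spp1, which encodes osteopontin (-1.27 ± 0.08).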

We found that the MMP inhibitor Timp1 gene expression was increased by DKK1, suggesting that macrophage-mediated degradation of collagens may be decreased (**Figure 1B**). Thbs1 is a major activator of TGFβ1, and inhibition of Thbs1 decreases collagen deposition in the BLM model (45, 46). 

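In untreated BMDMs, Thbs1, which encodes thrombospondin-1 on chromosome 2 of GRCm39 from 117941974 to 117957616, was at 83.8 ± 27.8 (SD, n = 3) CPM. With DKK1 it was at 2864 ± 91.3 (SD, n = 3) CPM, a log2 fold change of 5.09 (standard error 0.18, adjusted p = 6.97e-16 from edgeR's quasi-likelihood test). Of 16 coagulation and fibrinolysis genes, to which it also belongs, 3 rose and 2 fell (3 higher and 2 lower when adjusted over the list alone, and camera adjusted p = 0.988). The others that rose were Serpinb2 (log2 fold change 5.13 ± 0.39) and coagulation factor F10 (2.61 ± 0.13), and Plau was among those that fell. The median of this list was 0.25 and its mean 0.62, while camera's direction was down (up with library size only). Tgfb1, whose product thrombospondin-1 activates, had a log2 fold change of 0.09 ± 0.04 (-0.03 with library size only). Without untreated replicate 1, 1 gene of the list fell.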

A notable increase in Thbs1 expression by DKK1 was detected (**Figure 1B**). DKK1 increased mRNA expressions of Il1b, its receptor Il1r1, and interleukin 1 receptor antagonist Il1rn. They have been reported to be crucial in developing pulmonary inflammation and fibrosis (47–50). 

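Il1b was at 3.91 ± 1.32 (SD, n = 3) CPM in untreated and 514 ± 7.22 (SD, n = 3) CPM in DKK1-treated BMDMs, a log2 fold change of 7.04 (standard error 0.17, adjusted p = 1.44e-18 from edgeR's quasi-likelihood test). The gene lies on chromosome 2 of GRCm39 from 129206490 to 129213059. Il1r1, which encodes the signaling receptor, had low levels of 0.424 ± 0.107 (SD, n = 3) and 4.42 ± 1.71 (SD, n = 3) CPM and rose by a log2 fold change of 3.37 (standard error 0.31, adjusted p = 5.60e-09 from edgeR's quasi-likelihood test). Il1rn, the secreted antagonist of that receptor, went from 10.8 ± 0.985 (SD, n = 3) to 48.9 ± 4.01 (SD, n = 3) CPM, a log2 fold change of 2.17 (standard error 0.08, adjusted p = 1.44e-15 from edgeR's quasi-likelihood test). Il1a, the other agonist of the receptor, rose by 3.89 ± 0.31 on the log2 scale, from 0.293 ± 0.142 (SD, n = 3) CPM. With IL-13 alone, Il1b had a log2 fold change of -0.32 (standard error 0.28, adjusted p = 0.376 from edgeR's quasi-likelihood test).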

Pro-resolving chemokines and chemokine receptor gene expressions were elevated by DKK1 (**Figure 1B**). It has been shown that Ccl22 and Cxcr2 promote the pathogenesis of pulmonary fibrosis (51, 52). 

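Of 19 measured chemokines, 13 rose with DKK1 and 3 fell (13 higher and 3 lower when adjusted over the list alone, and camera adjusted p = 4.99e-13). Ccl5, a ligand of Ccr1 and Ccr3, rose from 4.05 ± 0.667 (SD, n = 3) to 410.2 ± 30.2 (SD, n = 3) CPM, a log2 fold change of 6.67 (standard error 0.13, adjusted p = 3.89e-20 from edgeR's quasi-likelihood test). Ccl22, a ligand of Ccr4, rose from 0.519 ± 0.276 (SD, n = 3) to 4.20 ± 0.665 (SD, n = 3) CPM, with a log2 fold change of 3.01 (standard error 0.24, adjusted p = 8.16e-10 from edgeR's quasi-likelihood test). The neutrophil attractant Cxcl3 (6.53 ± 0.24) and the monocyte attractant Ccl12 (4.42 ± 0.32) were among the others that rose. Ccl3 (-2.16 ± 0.10), Ccl4 (-2.27 ± 0.19) and Cxcl12 (-1.21 ± 0.30) fell. Cxcr2, the receptor of Cxcl3 and related chemokines, went from 3.36 ± 0.826 (SD, n = 3) to 10.1 ± 0.281 (SD, n = 3) CPM, a log2 fold change of 1.59 (standard error 0.16, adjusted p = 3.30e-08 from edgeR's quasi-likelihood test). Several of these chemokines belong to families of similar sequence, so reads between close members may be shared. Cxcl12 was under the fold threshold without untreated replicate 1 (-0.97) or DKK1 replicate 3 (-0.95).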

Ccl5 is a chemokine that recruits eosinophils and promotes allergic airway inflammation (53). A recent study reported that Arg1^+^ lung macrophages expressed greater Ccl5 when compared to Arg1^-^ macrophages (54). The inhibition of phosphodiesterase 4 (PDE4) reduced lung fibrosis in the BLM-induced lung injury model (55). mRNA expression of Pde4b was increased by DKK1 (**Figure 1B**). It has been recently shown that inhibition of nuclear factor-kappa B (NF-κB) protects the lung against BLM-induced injury in mice (56). 

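Pde4b, which encodes a phosphodiesterase that hydrolyses cAMP, lies on chromosome 4 of GRCm39 from 101944740 to 102465716. It was at 17.2 ± 2.10 (SD, n = 3) CPM in untreated and 111 ± 2.89 (SD, n = 3) CPM in DKK1-treated BMDMs, a log2 fold change of 2.69 (standard error 0.08, adjusted p = 1.39e-17 from edgeR's quasi-likelihood test). With IL-13 alone, the level was 19.3 ± 1.48 (SD, n = 3) CPM, a log2 fold change of 0.17 (standard error 0.08, adjusted p = 0.1 from edgeR's quasi-likelihood test) against untreated cells.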

DKK1 increased the mRNA expression of Relb, a member of the NF-κB family (**Figure 1B**). 

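Relb, whose product is a subunit of NF-κB, lies on chromosome 7 of GRCm39 from 19339017 to 19363425 and went from 61.3 ± 0.758 (SD, n = 3) to 127 ± 2.17 (SD, n = 3) CPM with DKK1, a log2 fold change of 1.05 (standard error 0.05, adjusted p = 2.75e-14 from edgeR's quasi-likelihood test). Nfkb2, whose product pairs with RelB in the alternative NF-κB pathway, rose by 1.25 (standard error 0.04, adjusted p = 2.44e-16 from edgeR's quasi-likelihood test). Among single genes of the classical pathway, Nfkb1 had a log2 fold change of -0.16 ± 0.04, Rela of 0.20 ± 0.04 and the inhibitor Nfkbia of 0.18 ± 0.04. Relb passed the fold threshold narrowly: it was not called with library size only (0.94) or by edgeR's TREAT.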

We confirmed these findings using qPCR analyses and showed examples (**Supplementary Figure 1D**).

Since DKK1 induced several genes known to be induced by IL-13, we examined the protein expression levels of Arg1, CD206, and IL-4Rα. DKK1 significantly increased Arg1^+^ and CD206^+^ cell populations (**Figure 1C**). IL-4Rα is shared by two type 2 cytokines, IL-13 and IL-4, to promote tissue repair in macrophages (57). IL-4Rα expression was increased by DKK1, indicating that DKK1 increases sensitivity to type 2 cytokines (**Figure 1D**). Further analyses showed that IL-4Rα expressions were increased by DKK1 in Arg1^+^ and CD206^+^ cells (**Supplementary Figure 1E**). Collectively, our results indicated that DKK1 induces distinct gene expression profiles, including inflammation and tissue repair without type 2 cytokines.

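Compared directly with IL-13, DKK1 gave higher levels of 1102 genes and lower levels of 1403 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 21 alternative activation markers, 17 were lower with DKK1 than with IL-13 and none was higher (17 lower when adjusted over the list alone, and camera adjusted p = 2.49e-32, and adjusted p = 0.00113 with an estimated correlation). The difference was a log2 fold change of -8.23 ± 0.19 for Retnla and -6.07 ± 0.12 for Flt1. Conversely, Il1b was 7.35 ± 0.18 higher on the log2 scale with DKK1, Thbs1 5.79 ± 0.19 and Il4ra 3.10 ± 0.05. Of the 26 type I interferon-stimulated genes, 24 were higher with DKK1 and none was lower (24 higher when adjusted over the list alone, and camera adjusted p = 3.02e-17, and adjusted p = 0.135 with an estimated correlation). Of the 32 cell cycle genes, 31 were lower with DKK1 and none was higher (31 lower when adjusted over the list alone, and camera adjusted p = 6.28e-54, and adjusted p = 0.00576 with an estimated correlation). Against untreated BMDMs, 22 of them rose with IL-13 and none fell (22 higher when adjusted over the list alone, and camera adjusted p = 3.72e-48, and adjusted p = 0.0114 with an estimated correlation). In all, 757 genes rose with IL-13 and 569 fell. Of the 757, 142 (18.8%) also rose with DKK1 and 148 (19.6%) fell with it. Independent lists of these sizes would share 39.2 and 48.9 genes. In 20 simulations of all 12 libraries without any change, 0 genes were shared. Groups without change leave next to no genes called, so this 0 does not measure what shared libraries add. Both comparisons use the same 3 untreated libraries, so part of the excess among genes that rose in both may come from them. From its own results on BMDMs treated with DKK1, taken as a whole, the paper concludes that DKK1 induces distinct profiles, of inflammation and tissue repair among others, where no type 2 cytokine is added.

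**Figure D1:**
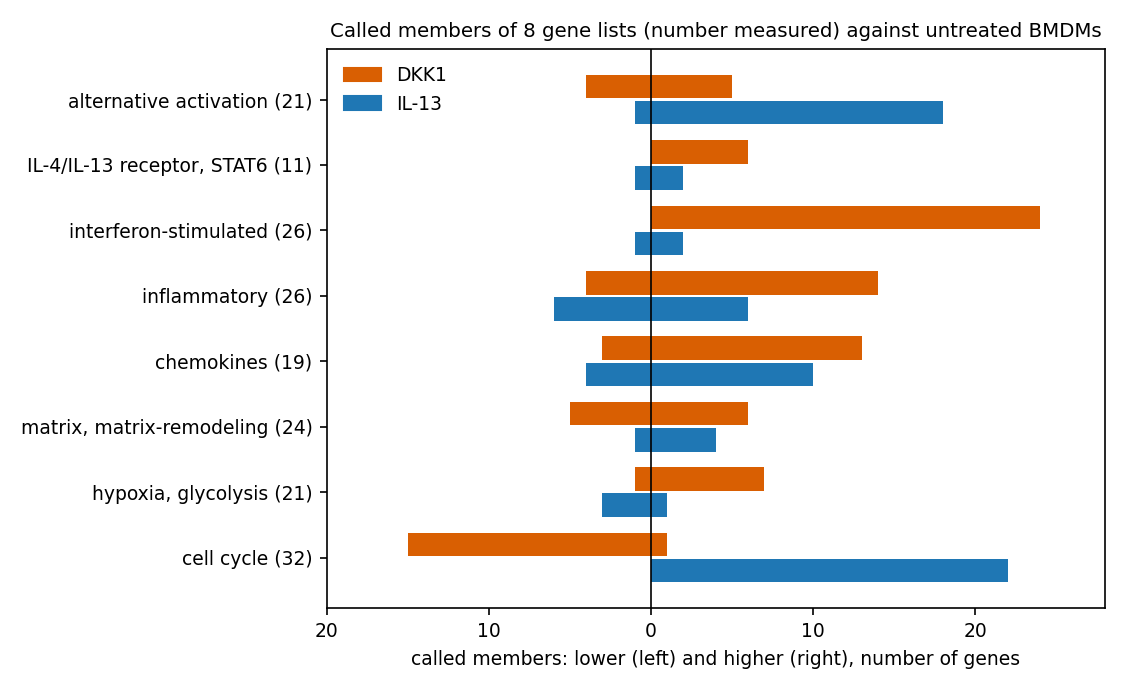
Number of measured members of 8 gene lists that were called higher (bars to the right) or lower (bars to the left) with DKK1 against untreated BMDMs and with IL-13 against untreated BMDMs, at an adjusted p under 0.05 and an absolute log2 fold change above 1 (edgeR). With DKK1, 24 interferon-stimulated genes were higher (camera's adjusted p = 0.0663 with an estimated correlation) and 15 cell cycle genes lower (adjusted p = 0.0758 with an estimated correlation). With IL-13, 18 alternative activation markers and 22 cell cycle genes were higher.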

### STAT6 is not a key mediator of DKK1-mediated macrophage polarization

Next, we investigated the DKK1-mediated macrophage gene expression signaling pathways. The signal transducer and activator of transcription 6 (STAT6) is an important transcription factor for type 2 cytokine-activated macrophage polarization (58). To test whether DKK1 induces macrophage polarization markers via STAT6, STAT6-deficient BMDMs were used. Interestingly, STAT6-deficiency did not decrease the DKK1-mediated Arg1^+^ cell population increase (**Figure 2A**). STAT6-deficiency only partially decreased CD206^+^ and Arg1^+^CD206^+^ cell populations (**Figure 2A**). IL-4Rα^+^ cell populations increased by DKK1 were unaffected by STAT6 deficiency (**Figure 2B**).

**Figure 2:**
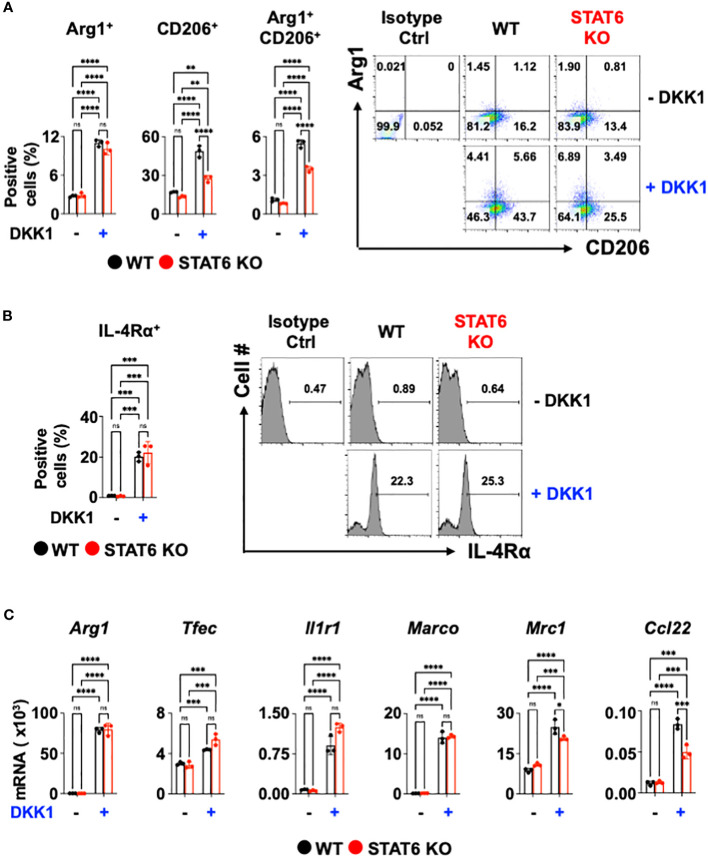
STAT6 is not a critical mediator of DKK1-mediated macrophage polarization. **(A-C)** BMDMs from C57Bl/6J mice (WT) or STAT6 knockout mice (STAT6 KO) were treated with or without DKK1 for 48 hours prior to flow cytometry analysis **(A, B)** and for 24 hours prior to qPCR **(C)**. All experiments are representative of three independent experiments. A two-way ANOVA analysis with Bonferroni’s *post hoc* test was performed for **(A-C)**. ****p < 0.0001, ***p < 0.001, **p < 0.005, *p < 0.05, ns, not significant. See also **Supplementary Figure 2**.

We questioned whether DKK1 induces other type 2 cytokine-activated macrophage-related genes or pro-resolving gene expressions via STAT6. Consistent with **Figure 2A**, Arg1, Tfec, Il1r1, and Marco mRNA expressions induced by DKK1 were unaffected by STAT6-deficiency (**Figure 2C**). STAT6 deficiency did not markedly decrease Mrc1, and Ccl22 mRNA expressions increased by DKK1, but the effect was statistically significant (**Figure 2C**). STAT6 deficiency largely decreased type 2 cytokine-activated macrophage marker gene expression by IL-13 (**Supplementary Figure 2**). Our data suggest that DKK1 utilizes differential signaling pathways from IL-13.

### JNK is a primary mediator of DKK1-mediated macrophage polarization

Previous reports showed that DKK1 utilizes a variety of signaling pathways. For example, DKK1 activated the c-Jun N-terminal kinase (JNK) signaling pathway to increase tumor cell growth (59–61). Mammalian targets of Rapamycin (mTOR) and phosphoinositide 3-kinase (PI3K) promote type 2 cytokine-activated macrophage polarization and the development of pulmonary fibrosis (62–66). ERK pathway contributes to type 2 cytokine-activated macrophage polarization in breast cancer (67). DKK1 induced T helper 2 (Th2) cells by p38 MAPK or serum glucocorticoid kinase-1 (SGK-1) pathway (10). We decided to test whether these pathways are utilized to mediate macrophage polarization by DKK1. Pharmacological approaches were used to test whether DKK1 utilizes these multiple pathways to induce macrophage polarization. We summarized the pharmacological inhibition results of each pathway (**Figure 3A**).

**Figure 3:**
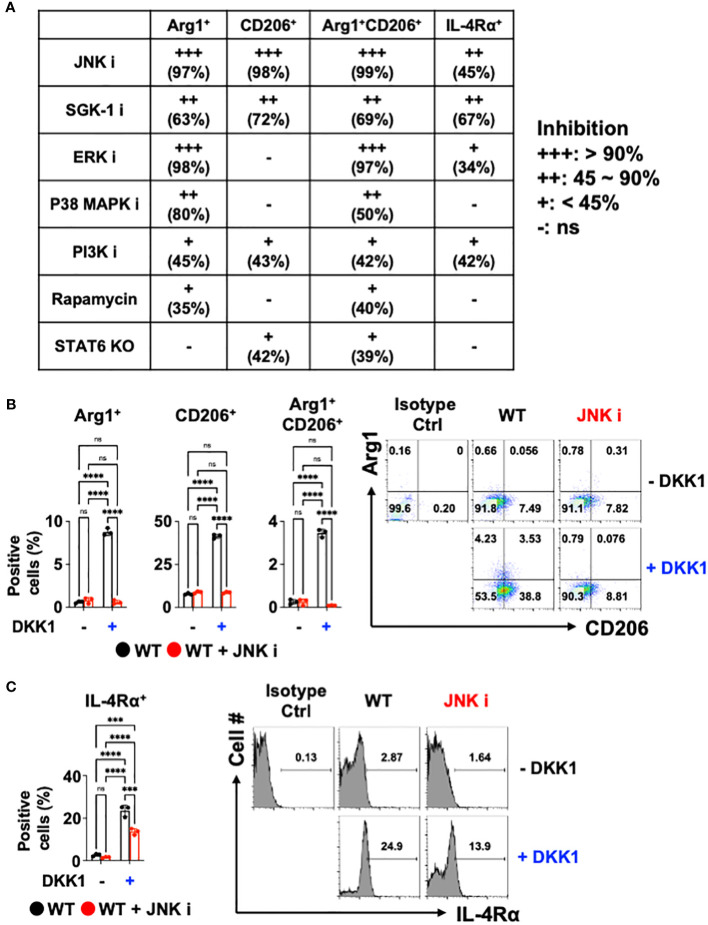
JNK is a primary mediator of DKK1-mediated macrophage polarization. **(A)** Table summarizing the pharmacological inhibition (ns: no significant effect). **(B, C)** BMDMs from C57Bl/6J mice (WT) were incubated with JNK inhibitor with or without DKK1 for 48 hours prior to flow cytometry analysis. All experiments are representative of three independent experiments. A two-way ANOVA analysis with Bonferroni’s *post hoc* test was performed for **(A, B)**. ****p < 0.0001, ***p < 0.001, ns, not significant. See also **Supplementary Figure 3**.

SGK-1 and PI3K inhibition regulated these markers significantly but to a lesser extent (**Figure 3A** and **Supplementary Figure 3A**). The inhibition of ERK and p38 MAPK failed to reduce CD206^+^ cell populations and IL-4Rα expressions. mTOR pathways did not show marked change upon DKK1-mediated increase in CD206^+^ and IL-4Rα^+^ cell populations (**Figure 3A** and **Supplementary Figure 3A**). STAT6-mediated pathway inhibition using STAT6 KO BMDMs was compared to the pharmacological inhibition results, indicating that STAT6’s role in macrophage polarization by DKK1 was marginal (**Figure 3A**).

Interestingly, Arg1^+^, CD206^+^, and Arg1^+^CD206^+^ cell populations were notably decreased by JNK inhibition in the presence of DKK1 (**Figure 3B**). JNK inhibition decreased DKK1-mediated IL-4Rα expressions (**Figure 3C**). Further, other genes that were activated by DKK1 were notably decreased by JNK inhibition in the presence of DKK1 (**Supplementary Figure 3B**). Collectively, our results suggest that JNK, but not STAT6 inhibition, served as the primary mediator and was the most effective in decreasing the DKK1-mediated signaling pathways in macrophages.

### IL-13-mediated macrophage polarization is enhanced by DKK1

To test DKK1’s role in classically activated macrophage versus IL-13-activated macrophage polarization conditions, lipopolysaccharide (LPS) or IL-13 were used with or without DKK1. Classically activated macrophages are activated by bacterial components (e.g., LPS) and pro-inflammatory Th1 cytokine IFN-γ (15, 68). IL-13 plays an important role in macrophage polarization and type 2 inflammation-mediated fibrosis (69). Compared to the IL-13 alone-treated group, Arg1, Mrc1, Tfec, Fosl2, and Timp1 were upregulated by co-treatment of DKK1 and IL-13 (**Supplementary Figure 4A**). LPS-induced Nos2 mRNA expression level was substantially decreased by DKK1 (**Supplementary Figure 4B**). DKK1 partially decreased the expression of other LPS-induced classically activated macrophage-related genes (Il-6, Il1b, Nlrp3) but not Tnfα (**Supplementary Figure 4B**).

We further investigated whether DKK1 can enhance IL-13-mediated macrophage polarization. Notably, DKK1 enhanced IL-13-mediated gene expressions in BMDMs, as indicated in the heatmap (**Figure 4A**). 

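When DKK1 was added to IL-13, 760 genes rose and 994 fell against IL-13 alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 21 genes of Figure 4A, 17 rose and Retnla fell (17 higher and 1 lower when adjusted over the list alone). The study shows this list for these same samples without saying how it was chosen, so it is not taken as independent evidence. Il4ra, at 131 ± 9.58 (SD, n = 3) CPM with IL-13 and 1100.0 ± 18.5 (SD, n = 3) CPM with both, rose by a log2 fold change of 3.07 (standard error 0.05, adjusted p = 3.27e-21 from edgeR's quasi-likelihood test). Marco (2.73 ± 0.11), the monocyte attractant Ccl7 (5.06 ± 0.11), Gab1 (1.91 ± 0.05), Fosl2 (1.19 ± 0.05) and Tfec (1.05 ± 0.05) rose as well. Relb (0.81 ± 0.05) and Ccl22 (-0.52 ± 0.17) did not pass the fold threshold. Among all genes, the largest changes included Saa3 (6.11 ± 0.27) and the gap junction gene Gja1 (5.84 ± 0.12), and, among those that fell, the eosinophil-type ribonuclease Rnase2a (-6.31 ± 0.30) and the collagen chain Col4a5 (-4.51 ± 0.18). Of 32 cell cycle genes, 22 fell and none rose (22 lower when adjusted over the list alone, and camera adjusted p = 2.59e-29, and adjusted p = 0.0111 with an estimated correlation). The platelet and megakaryocyte markers Pf4 (3.39 ± 0.06) and Ppbp (5.67 ± 0.14) rose with the addition too. Tfec was not called by edgeR's TREAT, a test against the fold threshold itself.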

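Chil3 encodes Ym1 and lies on chromosome 3 of GRCm39 from 106054870 to 106074880. It was at 92.6 ± 5.89 (SD, n = 3) CPM in untreated BMDMs, 200.2 ± 21.5 (SD, n = 3) CPM with IL-13 and 53.7 ± 5.21 (SD, n = 3) CPM with DKK1. The log2 fold change against untreated cells was 1.11 (standard error 0.07, adjusted p = 1.21e-11 from edgeR's quasi-likelihood test) with IL-13 and -0.78 (standard error 0.07, adjusted p = 5.82e-09 from edgeR's quasi-likelihood test) with DKK1. Chil4, a close paralog that may share reads with it, leaves the value of Chil3 uncertain. Retnla encodes Fizz1 and lies on chromosome 16 of GRCm39 from 48662895 to 48664824. Its level was 1.10 ± 0.292 (SD, n = 3) CPM in untreated cells, 297 ± 68.3 (SD, n = 3) CPM with IL-13 and 0.980 ± 0.341 (SD, n = 3) CPM with DKK1. This gives a log2 fold change of 8.06 (standard error 0.19, adjusted p = 2.57e-18 from edgeR's quasi-likelihood test) for IL-13 and of -0.16 (standard error 0.43, adjusted p = 0.793 from edgeR's quasi-likelihood test) for DKK1. In co-treated cells, Chil3 was at 197 ± 8.20 (SD, n = 3) CPM, a log2 fold change of -0.03 (standard error 0.07, adjusted p = 0.784 from edgeR's quasi-likelihood test) against IL-13 alone. Retnla was at 1.87 ± 0.354 (SD, n = 3) CPM there and so fell by 7.30 on the log2 scale (standard error 0.17, adjusted p = 1.85e-18 from the same test). Chil3 with IL-13 was not called by edgeR's TREAT. The direction of the small values turned when libraries were left out: Chil3 on adding DKK1 was 0.02 without IL-13 replicate 2 or 3, and Retnla with DKK1 was 0.01 without untreated replicate 1 and 0.10 without DKK1 replicate 3.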

Ym1 and Fizz1 mRNA expression levels were increased by IL-13 alone, but no such effect was observed with DKK1. 

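Of 24 matrix and matrix-remodeling genes, 5 rose and 4 fell in co-treated BMDMs against IL-13 alone (5 higher and 4 lower when adjusted over the list alone, and camera adjusted p = 0.694). The proteoglycan Vcan rose by a log2 fold change of 3.59 ± 0.19, the growth factor Hbegf by 2.10 ± 0.32 and Mmp14 by 1.90 ± 0.05. The elastase Mmp12 (-2.28 ± 0.10), Pdgfb (-2.05 ± 0.06), Plau (-1.71 ± 0.06) and Spp1 (-1.53 ± 0.07) fell. Mmp12 was among the 4 genes of this list that IL-13 alone had raised (2.23 ± 0.10), with fibronectin Fn1 (2.10 ± 0.12), Mmp9 and Mmp13, and 1 had fallen (4 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 0.00559, and adjusted p = 0.2 with an estimated correlation). Without untreated replicate 1, 0 genes of the list fell with IL-13, without untreated replicate 3, 3 fell, and without IL-13 replicate 1 or 2, 2 fell.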

DKK1 enhanced IL-13-mediated gene expression profiles in pulmonary fibrosis (**Figure 4A**). 

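With DKK1 and IL-13 together, Timp1 was at 53.5 ± 3.81 (SD, n = 3) CPM. Its log2 fold change against untreated BMDMs was 4.00 (standard error 0.14, adjusted p = 4.55e-16 from edgeR's quasi-likelihood test). Thbs1 was at 521 ± 69.2 (SD, n = 3) CPM, with a log2 fold change of 2.64 ± 0.17, adjusted p = 9.93e-12 by the same test. Hif1a was at 402 ± 15.0 (SD, n = 3) CPM (log2 fold change 2.47 ± 0.06, adjusted p = 2.73e-19) and Il1b at 95.6 ± 15.4 (SD, n = 3) CPM (log2 fold change 4.61 ± 0.18, adjusted p = 1.73e-15, edgeR's quasi-likelihood test for both). Cxcr2 was at 19.8 ± 3.62 (SD, n = 3) CPM, with a log2 fold change of 2.56 ± 0.16, adjusted p = 7.07e-12 by the same test. Against IL-13 alone, these genes rose by log2 fold changes of 3.03 ± 0.13 (Timp1), 3.33 ± 0.17 (Thbs1), 2.72 ± 0.06 (Hif1a), 4.93 ± 0.18 (Il1b) and 1.94 ± 0.15 (Cxcr2). Over all genes tested, 855 were higher and 1075 lower in co-treated than in untreated cells.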

DKK1 and IL-13 co-treatment induced pro-resolving genes such as Timp1, Thbs1, Hif1α, Il1b, and Cxcr2. These genes were increased by co-treatment but not by IL-13 alone, indicating that the co-treatment potentiated DKK1-mediated gene expressions (**Figure 4A**). 

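With IL-13 alone, Timp1 was at 6.56 ± 0.692 (SD, n = 3) CPM, a log2 fold change of 0.97 (standard error 0.16, adjusted p = 2.72e-05 from edgeR's quasi-likelihood test) against untreated BMDMs. Cxcr2 was at 5.16 ± 0.732 (SD, n = 3) CPM, with a log2 fold change of 0.62 ± 0.17, adjusted p = 0.00457 by the same test, and both stayed under the fold threshold. Thbs1 (-0.69 ± 0.17, adjusted p = 0.00165) and Hif1a (-0.25 ± 0.06, adjusted p = 0.000697, edgeR's quasi-likelihood test for both) had negative log2 fold changes under the threshold. Co-treated cells were then compared with DKK1 alone, a comparison in which 525 genes were higher and 373 lower. Timp1 rose by a log2 fold change of 2.37 (standard error 0.12, adjusted p = 1.38e-12 from edgeR's quasi-likelihood test) when IL-13 was added to DKK1, and Cxcr2 had a log2 fold change of 0.97 ± 0.14, adjusted p = 8.53e-06 by that test. Thbs1 (-2.46 ± 0.16, adjusted p = 4.79e-11) and Il1b (-2.43 ± 0.12, adjusted p = 7.74e-13, edgeR's quasi-likelihood test for both) fell, and Hif1a had a log2 fold change of -0.64 ± 0.05. The interaction asks whether the effect of DKK1 differs with IL-13 present, on the log2 scale. It was called for Timp1 (1.40 ± 0.20), Thbs1 (-1.76 ± 0.23) and Il1b (-2.11 ± 0.31), and was 0.35 ± 0.22 for Cxcr2 and -0.39 ± 0.08 for Hif1a. Of the 845 genes that rose with DKK1, 43 (5.1%) rose further and 157 (18.6%) fell when IL-13 was added. Independent lists of these sizes would share 27.2 and 19.3 genes, and part of the excess among genes that then fell may come from the DKK1 libraries that both comparisons use. Simulated unchanged groups shared 0, but with next to no genes called in them this does not measure that part. The value of Timp1 with IL-13 passed the fold threshold without untreated replicate 1 (1.17) or 2 (1.05), without IL-13 replicate 3 (1.03) and with limma-voom (1.02), and the interaction of Timp1 was not called by edgeR's TREAT. Cxcr2 against DKK1 alone passed it without IL-13 + DKK1 replicate 2 (1.07) or 3 (1.00) and with library size only (1.03).

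**Figure D2:**
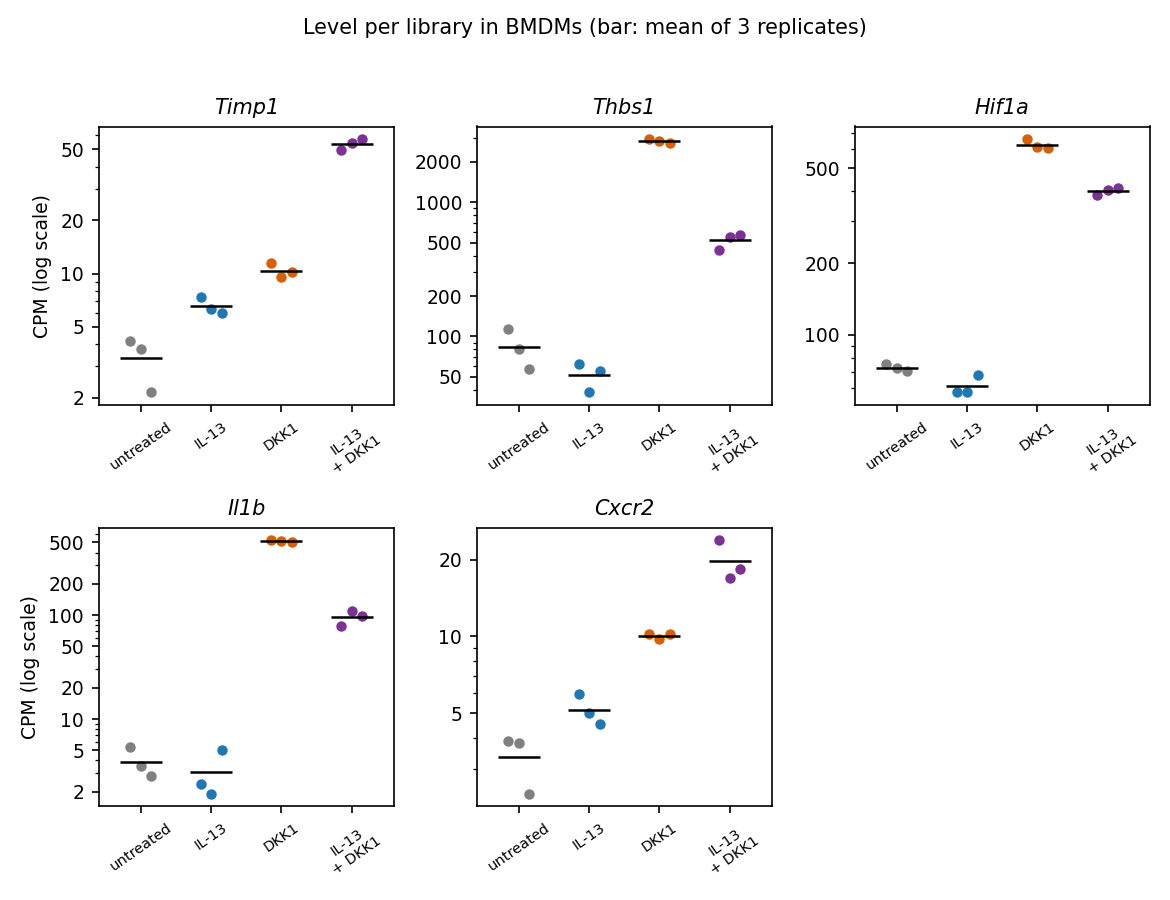
Level of Timp1, Thbs1, Hif1a, Il1b and Cxcr2 in each library (points, CPM on a log axis) by group, with the mean of the 3 replicates as a bar. Timp1 and Cxcr2 are highest with IL-13 + DKK1, and Thbs1, Hif1a and Il1b are highest with DKK1 alone.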

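Arg1 was at 684 ± 58.0 (SD, n = 3) CPM with IL-13 alone and at 2851 ± 11.9 (SD, n = 3) CPM with IL-13 + DKK1, a log2 fold change of 2.06 (standard error 0.15, adjusted p = 2.40e-10 from edgeR's quasi-likelihood test). Mrc1 went from 1778 ± 85.4 (SD, n = 3) to 3791 ± 259 (SD, n = 3) CPM, a log2 fold change of 1.09 (standard error 0.06, adjusted p = 6.55e-13 from edgeR's quasi-likelihood test). Of the 34 genes in the bar plots of Supplementary Figures 1B and 4C, 18 rose and 5 fell in this comparison (18 higher and 5 lower when adjusted over the list alone), and the study chose them on these samples. Besides Arg1 and Mrc1, Ccr1 (3.03 ± 0.08), Ccl5 (2.68 ± 0.09), Irf7 (2.43 ± 0.21) and Pde4b (2.11 ± 0.07) rose. The genes that fell were the lipoprotein lipase Lpl (-3.72 ± 0.07), the tetraspanin Cd9 (-2.61 ± 0.07), Sema4d (-1.33 ± 0.06), Tmem176b (-1.33 ± 0.07) and Rab7b (-1.30 ± 0.04). Mrc1 passed the fold threshold narrowly and was not called by edgeR's TREAT.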

In line with the heatmap results, the bar plot of DEGs showed that the co-treatment of DKK1 and IL-13 increased the expression of genes, such as Arg1 and Mrc1 in comparison to the group treated with IL-13 alone (**Supplementary Figure 4C**). GO terms analysis showed that the co-treatment group enhanced processes related to positive regulation of cell adhesion, cytokine-mediated signaling pathway, and leukocyte migration compared to the group treated with IL-13 alone (**Supplementary Figure 4D**). 

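Of 19 chemokines, 11 rose in co-treated BMDMs against IL-13 alone and Cxcl12 fell (11 higher and 2 lower when adjusted over the list alone, and camera adjusted p = 2.61e-14). Ccl12 rose by a log2 fold change of 5.72 ± 0.24, Ccl8 by 5.67 ± 0.23 and Ccl2 by 4.27 ± 0.13. Of 10 chemokine receptors, 4 rose and 2 fell (4 higher and 2 lower when adjusted over the list alone, and camera adjusted p = 0.895), and those that fell were the monocyte receptors Ccr2 (-1.97 ± 0.09) and Cx3cr1 (-1.57 ± 0.04). Of 26 inflammatory genes, 13 rose and none fell (13 higher when adjusted over the list alone, and camera adjusted p = 2.07e-15), among them Cxcl3 (5.50 ± 0.21) and the prostaglandin synthase Ptgs2 (1.71 ± 0.22). Of 26 type I interferon-stimulated genes, 25 rose and none fell (25 higher when adjusted over the list alone, and camera adjusted p = 1.93e-22, and adjusted p = 0.0674 with an estimated correlation). Of 11 genes of the IL-4/IL-13 receptor and STAT6 pathway, 5 rose and none fell (5 higher when adjusted over the list alone, and camera adjusted p = 2.07e-15). Of 12 macrophage identity genes, 4 rose, Itgam (1.18 ± 0.04), Fcgr1 (1.90 ± 0.07), Maf and Lyz2, and Cebpa fell (4 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 3.97e-06). Without IL-13 replicate 1 no chemokine fell, and without IL-13 + DKK1 replicate 1, 2 did.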

In summary, DKK1 enhanced IL-13-mediated macrophage polarization and activation gene expressions.

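With IL-13 alone, 18 of 21 alternative activation markers rose and Alox15 fell (18 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 1.20e-58, and adjusted p = 0.000141 with an estimated correlation). With both, 12 of them rose against untreated BMDMs and Alox15 fell (12 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 4.19e-14). Against IL-13 alone, 3 rose and 9 fell (3 higher and 10 lower when adjusted over the list alone, and camera adjusted p = 1.50e-08). The 3 that rose were Arg1, Mrc1 and the chemokine Ccl24 (1.49 ± 0.25). Those that fell include the transcription factors Irf4 (-3.93 ± 0.14) and Egr2 (-2.56 ± 0.08), the lectin Mgl2 (-2.51 ± 0.17) and Retnla. Irf4 was at 40.2 ± 3.89 (SD, n = 3) CPM with IL-13 and 2.64 ± 0.294 (SD, n = 3) CPM with both, Egr2 at 124 ± 6.73 (SD, n = 3) and 21.1 ± 2.7 (SD, n = 3) CPM, and Mgl2 at 26.6 ± 6.38 (SD, n = 3) and 4.64 ± 0.965 (SD, n = 3) CPM. Of the 757 genes that IL-13 raised, 56 (7.4%) rose further and 336 (44.4%) fell when DKK1 was added (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Independent lists of these sizes would share 35.3 and 46.1 genes. Simulated unchanged groups shared 0, but with next to no genes called in them this does not measure what shared libraries add. Both comparisons use the 3 IL-13 libraries. Genes were therefore chosen as higher with IL-13 without 1 IL-13 replicate and compared with that replicate. Of these genes, 41.9% to 46.6% were lower by more than 1 on the log2 scale with both, and 7.2% to 9% higher. These shares argue against chance values of the shared libraries as the source of the excess among genes that fell. Of 9 genes of antigen presentation by MHC class II, 6 rose and the costimulatory gene Cd86 fell with IL-13 (6 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 1.91e-05, and adjusted p = 0.0626 with an estimated correlation), and 5 fell and Cd86 rose when DKK1 was added (1 higher and 5 lower when adjusted over the list alone, and camera adjusted p = 0.000217, and adjusted p = 0.0674 with an estimated correlation). On the log2 scale, 346 genes had a positive and 408 a negative interaction, a balance that turned with upper-quartile factors (400 and 356) and with library size only (421 and 343). Of the alternative activation markers Flt1 was positive and 10 were negative (1 higher and 10 lower when adjusted over the list alone, and camera adjusted p = 0.00012, and adjusted p = 0.0661 with an estimated correlation). Arg1, with an interaction of -2.45 ± 0.24, was among the negative ones. Alox15 was not called in either comparison without untreated replicate 1 or 2, with IL-13 without IL-13 replicate 1 or 2, and with both without IL-13 + DKK1 replicate 2 or 3, which leaves 0 markers lower. Ccl24 was not called by edgeR's TREAT. The paper states that DKK1 enhanced the genes of polarization and activation that IL-13 mediates. For this it shows the heatmap of Figure 4A, qPCR of genes such as Arg1, Mrc1 and Timp1, a bar plot and GO terms. By flow cytometry it also reports more Arg1+ and CD206+ cells with both than with IL-13. The qPCR and flow cytometry were not analysed here.

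**Figure D3:**
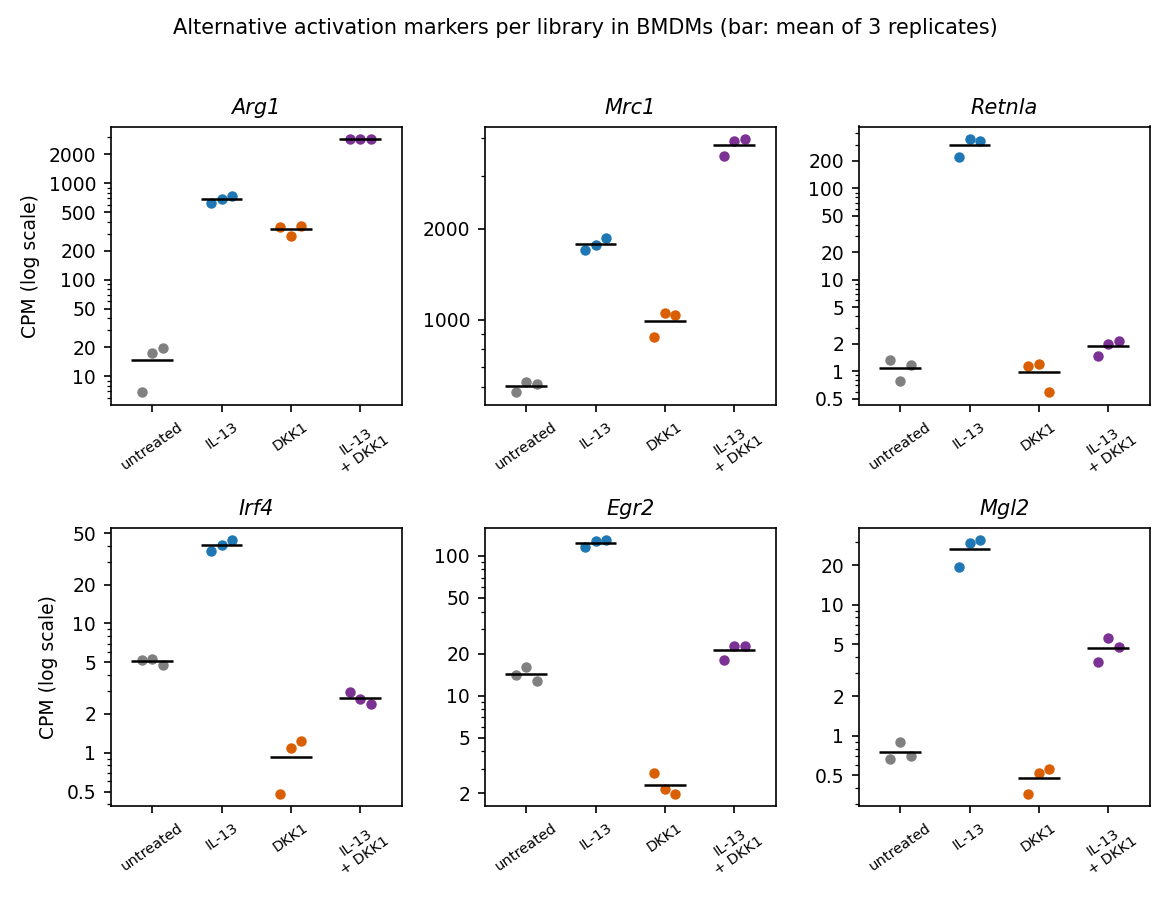
Level of 6 alternative activation markers in each library (points, CPM on a log axis) by group, with the mean of the 3 replicates as a bar. Arg1 and Mrc1 are highest with IL-13 + DKK1, and Retnla, Irf4, Egr2 and Mgl2 are highest with IL-13 alone.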

**Figure 4:**
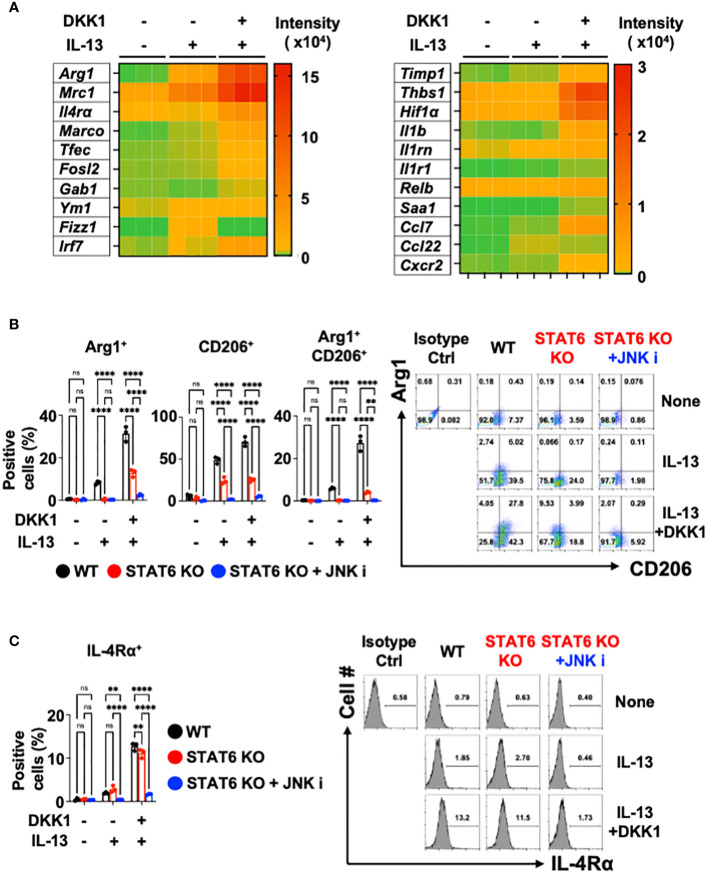
Co-inhibition of STAT6 and JNK blocked DKK1 and IL-13-induced gene expressions in macrophages. **(A)** BMDMs were treated with IL-13 with or without DKK1 for 24 hours prior to bulk RNA sequencing (RNA seq). **(B, C)** BMDMs from C57Bl/6J mice (WT) or STAT6 knockout mice (STAT6 KO) were treated with IL-13 and/or DKK1 either with or without JNK inhibitor for 48 hours. Cell populations were then measured by flow cytometry. A representative of at least two independent experiments is shown **(B, C)**. A two-way ANOVA analysis with Bonferroni’s *post hoc* test was performed for **(B, C)**. ****p < 0.0001, **p < 0.005, ns, not significant. See also **Supplementary Figure 4**.

### DKK1 and IL-13-mediated macrophage gene expressions are abrogated by JNK and STAT6 co-inhibition

Upon DKK1 and IL-13 co-treatment, Arg1^+^, CD206^+^, and Arg1^+^CD206^+^ cell populations were substantially increased compared to IL-13-treated BMDMs (**Figure 4B**). IL-4Rα^+^ expression was increased by DKK1 and IL-13 co-treatment (**Figure 4C**). STAT6 is an important mediator of IL-13-mediated macrophage-related genes such as Arg1, Mrc1, Fizz1, and Ym1 (58, 70). Upon DKK1 and IL-13 co-treatment, Arg1^+^ and CD206^+^ cell populations were decreased by 53% and 47% in STAT6-deficient BMDMs (**Figure 4B**). IL-4Rα^+^ cells were decreased only by 15% in STAT6-deficient BMDMs (**Figure 4C**). These results showed that STAT6 deficiency alone is insufficient to abrogate DKK1 and IL-13-mediated macrophage phenotypes.

Since the JNK inhibitor effectively abrogated DKK1-mediated gene expressions, we questioned whether the co-inhibition of STAT6 and JNK pathways is sufficient to inhibit DKK1 and IL-13-mediated macrophage marker expressions. STAT6 and JNK inhibition significantly decreased most Arg1^+^ and CD206^+^ cell population induction and IL-4Rα^+^ expression (**Figures 4B, C**). In line with these results, the co-inhibition markedly decreased several genes that were induced by DKK1 and IL-13 (**Supplementary Figure 4E**). Taken together, we showed that STAT6 and JNK co-inhibition effectively inhibit DKK1 and IL-13-induced gene expressions for macrophage activation and polarization.

### Thrombocyte-derived DKK1 modulates macrophages in the BLM-induced injury

Recent studies have demonstrated that DKK1 from thrombocytes is a pro-inflammatory immunomodulator in type 2 and type 17 inflammation (10, 11). It has been shown that platelets regulate macrophage functions (71). To examine whether the DKK1 protein level is from thrombocytes, we probed the co-localization of DKK1 and CD41 proteins 14 days after the BLM challenge. Notably, DKK1 was primarily co-localized with the CD41^+^ thrombocytes (**Supplementary Figure 5A**). The lungs from BLM-treated mice showed increased co-localization of DKK1 and CD41. To test whether thrombocyte is a major source of DKK1 in the acute BLM-induced lung injury, we treated anti-CD41 antibody or isotype control antibody intraperitoneally upon BLM challenge (**Figure 5A**). DKK1 protein levels were quantitated in the lung upon BLM challenge using DKK1 immunohistochemistry (IHC) images. DKK1 protein levels in the lung were increased in BLM-treated mice compared to vehicle-treated mice (**Figures 5B, C**). Thrombocyte depletion using anti-CD41 antibody largely inhibited the increase of DKK1 protein levels upon BLM challenge, indicating that thrombocytes are sources of DKK1 upon BLM-induced lung injury (**Figures 5B, C**).

**Figure 5:**
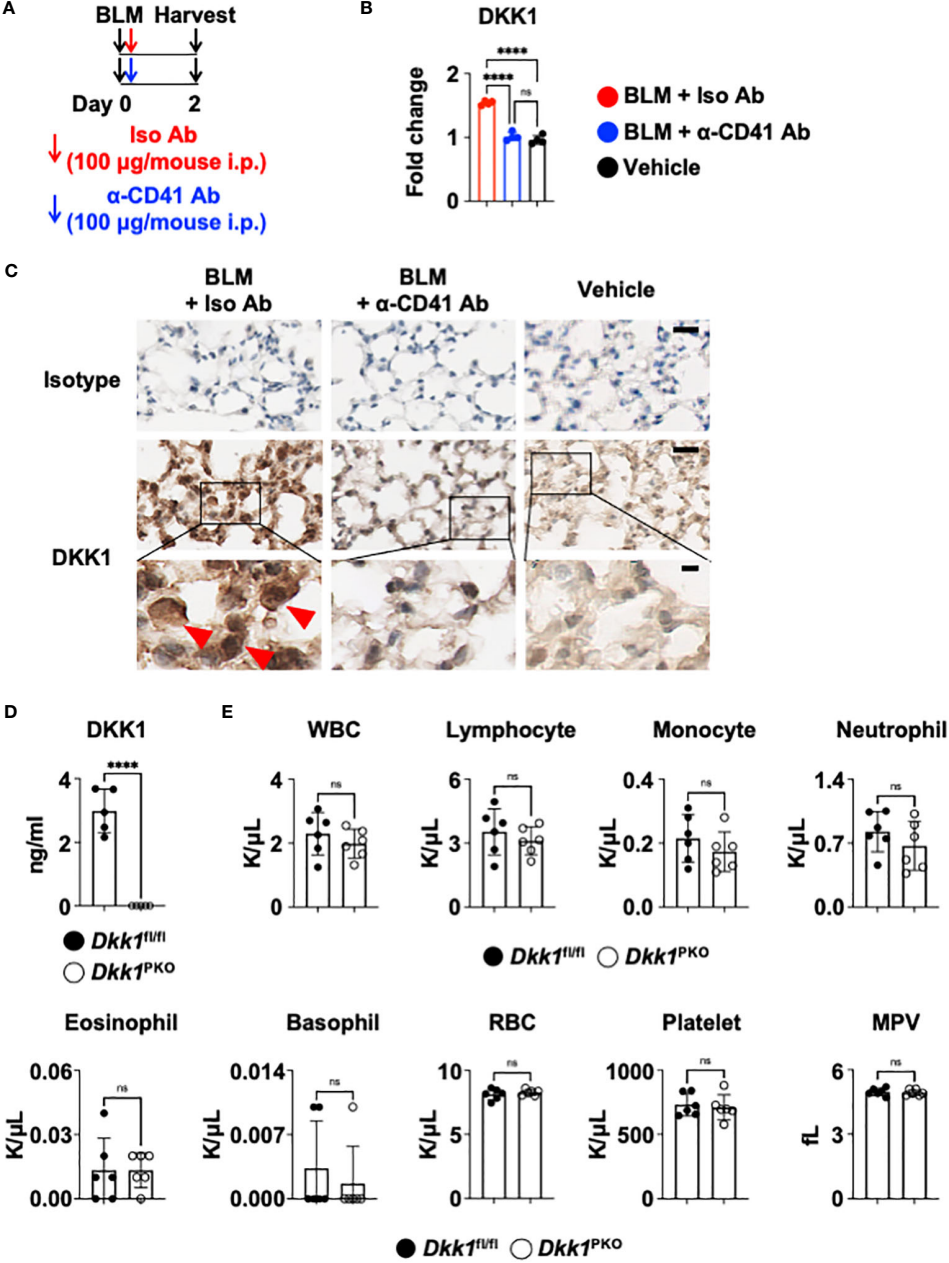
Thrombocyte is a major source of DKK1. **(A-C)** Upon BLM challenge, C57Bl/6J mice (n = 4 per group) were intraperitoneally injected with an isotype control antibody (Iso Ab) or anti-CD41a antibody (α-CD41 Ab) on day 0. The lungs were harvested on day 2 **(A)**. DKK1 protein levels were analyzed by IHC and Image J **(B)**. Representative IHC images are shown **(C)**. The boxed areas are shown in higher magnification below. DKK1-positive cells are indicated by red arrows. Bar = 20 μm (top and middle panels); 5 μm (bottom panels). **(D)** Peripheral blood was collected from Dkk1^PKO^ mice (n = 5) and their Dkk1^fl/fl^ littermate controls (n = 5). Circulating DKK1 protein levels were analyzed by DKK1 ELISA. **(E)** Hemavet analysis of inflammatory cells in the peripheral blood was performed from Dkk1^PKO^ mice (n = 6) and their Dkk1^fl/fl^ littermate controls (n = 6). Shown are white blood cells (WBC), lymphocytes, monocytes, neutrophils, eosinophils, basophils, red blood cells (RBC), platelets, and mean platelet volume (MPV). A one-way ANOVA analysis with Bonferroni’s *post hoc* test was performed for **(B)**. Student’s t-test was performed for **(D, E)**. ****p < 0.0001, ns, not significant. See also **Supplementary Figure 5**.

To further determine whether thrombocytes are a primary source of DKK1, we generated thrombocyte-specific DKK1-deficient mice (Pf4-cre Dkk1^fl/fl^ and hereafter Dkk1^PKO^). We confirmed that Dkk1^PKO^ had very little DKK1 in the plasma (**Figure 5D**). Next, we performed hematological analyses of Dkk1^PKO^ mice and their littermate control Dkk1^fl/fl^ mice. We found little difference in hematological parameters between Dkk1^PKO^ mice and Dkk1^fl/fl^ mice blood, indicating that Dkk1^PKO^ mice have no abnormalities to test the role of DKK1 in the BLM model (**Figure 5E**).

To investigate the role of thrombocyte-derived DKK1 for lung macrophages upon BLM-induced lung injury, Dkk1^PKO^ mice and their littermate control Dkk1^fl/fl^ mice were challenged with BLM. Dkk1^PKO^ mice and Dkk1^fl/fl^ mice were examined for DKK1 protein levels in the lung upon BLM challenge. BLM-treated Dkk1^PKO^ mice showed minimal DKK1 protein levels in the lung, close to vehicle-treated Dkk1^fl/fl^ and Dkk1^PKO^ mice by DKK1 IHC (**Supplementary Figure 5B**). In line with these data, DKK1 protein levels were substantially reduced in BLM-treated Dkk1^PKO^ mice compared with BLM-treated Dkk1^fl/fl^ mice (**Supplementary Figure 5C**). BLM-treated Dkk1^fl/fl^ mice showed increased CD45^+^ leukocytes and macrophage infiltration in the lung (**Figure 6A**). The increased numbers of CD45^+^ leukocytes and macrophages were significantly reduced in Dkk1^PKO^ mice compared to Dkk1^fl/fl^ mice upon BLM challenge (**Figure 6A** and **Supplementary Figure 6A**). Consistent with these findings, Hematoxylin and eosin (H&E) staining showed that inflammation and leukocyte infiltration were substantially reduced in BLM-treated Dkk1^PKO^ mice compared to BLM-treated Dkk1^fl/fl^ mice (**Supplementary Figure 6B**).

**Figure 6:**
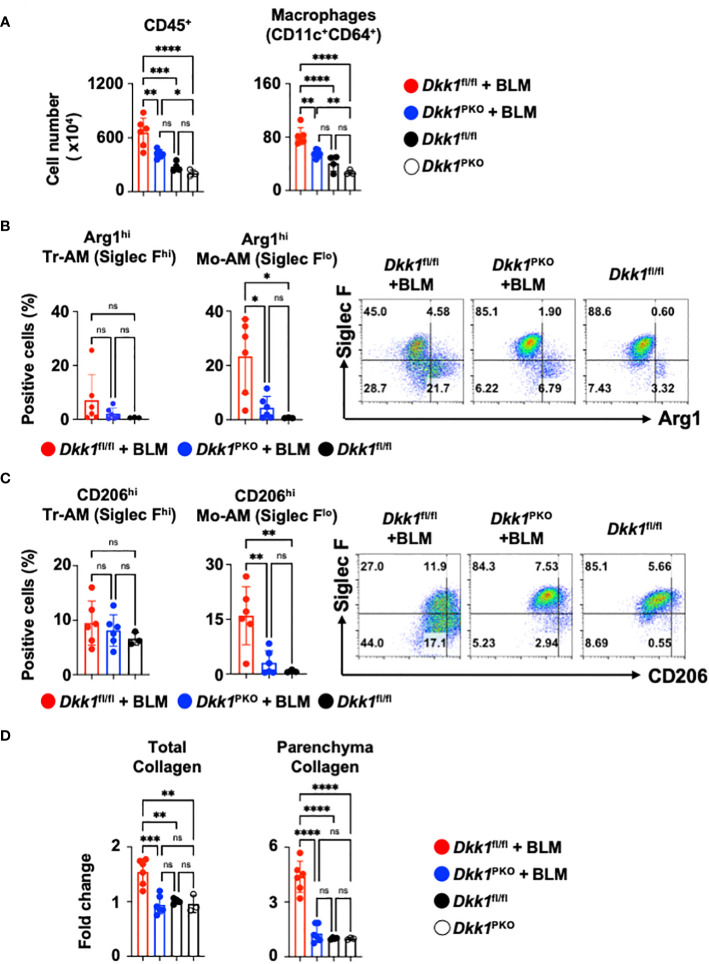
Thrombocyte-derived DKK1 modulates macrophages upon BLM-induced lung injury. **(A-D)** Dkk1^PKO^ mice and their Dkk1^fl/fl^ littermate controls were challenged with BLM. On day 14, after the challenge, the lungs were harvested. **(A)** Total leukocytes (CD45^+^) and macrophages from lung homogenates were quantitated by flow cytometry. **(B, C)** Arg1^hi^ **(B)** and CD206^hi^ **(C)** tissue resident-alveolar macrophages (Tr-AMs) and monocyte-derived alveolar macrophages (Mo-AMs) from lung homogenates were quantified by flow cytometry. **(D)** Total collagen and parenchyma collagen deposition were determined by Masson staining and ImageJ. Dkk1^fl/fl^ + BLM (n = 6); Dkk1^PKO^ + BLM (n = 6); Dkk1^fl/fl^ (n= 3-4); Dkk1^PKO^ (n = 3). A one-way ANOVA analysis with Bonferroni’s *post hoc* test was performed for **(A–D)**. ****p < 0.0001, ***p < 0.001, **p < 0.005, *p < 0.05, ns, not significant. See also **Supplementary Figure 6**.

We questioned whether DKK1 regulates type 2 inflammation-related macrophage markers Arg1 and CD206 in the lung macrophages from Dkk1^PKO^ mice upon BLM-induced lung injury. Arg1^+^ and CD206^+^ macrophages were substantially decreased in the lungs of Dkk1^PKO^ mice compared to Dkk1^fl/fl^ mice upon acute BLM injury (**Figures 6B, C**). Monocyte-derived alveolar macrophages (Mo-AMs) were differentiated by their Siglec F expression levels from tissue resident-alveolar macrophages (Tr-AMs) and promoted lung fibrosis (72). We observed that Tr-AM cells showed little change in largely Arg1 expression, while Mo-AMs showed a decrease in Arg1 expression in BLM-treated Dkk1^PKO^ mice (**Figure 6B**). Consistently, Tr-AM showed little difference in CD206 expression, while Mo-AM CD206 expression was decreased in Dkk1^PKO^ mice (**Figure 6C**). Interestingly, we found that CD206^+^ Mo-AMs showed increased levels of IL-4Rα, Hif1α, IL-1β, and Cxcr2 proteins (**Supplementary Figure 6C**). These protein expressions decreased in Dkk1^PKO^ mice compared to those from littermate control mice (**Supplementary Figure 6C**). Lastly, we investigated whether collagen deposition by BLM injury is reduced in Dkk1^PKO^ mice. Upon BLM challenge, Dkk1^PKO^ mice showed reduced collagen deposition in the whole lung area and lung parenchyma compared to Dkk1^fl/fl^ mice (**Figure 6D** and **Supplementary Figure 6D**). Collectively, our data suggested that thrombocyte-derived DKK1 regulates macrophage phenotypes in the BLM-induced lung injury model.

## Discussion

In this study, we showed that DKK1 induces genes that are important for macrophage polarization and activation. Dkk1^PKO^ mice markedly decreased inflammation, macrophage phenotypes, and collagen deposition upon BLM-induced lung injury, suggesting that thrombocyte-derived DKK1 serves as a key immunomodulator for macrophages in this model.

Previously, we demonstrated that DKK1 employed STAT6, a critical mediator, to polarize CD4^+^ T cells into Th2 cells (10). The limited use of STAT6 by DKK1 in macrophages suggests that DKK1-mediated gene expressions are mediated by atypical signaling pathways from other type 2 cytokines. The marked decrease in DKK1-mediated macrophage gene expressions by JNK inhibition demonstrates that DKK1-mediated signaling is differential among immune cell types. Another example of DKK1-mediated gene expressions is that DKK1 did not induce well-known alternatively activated macrophage markers, such as Fizz1. Fizz1-deficient alternatively activated macrophages promoted exacerbated type 2 cell-mediated inflammation, revealing an unrecognized role of macrophage Fizz1 (73). Our results suggest that more studies are warranted regarding the mechanisms and drivers of macrophages for inflammation and tissue repair phenotypes in the lung and other organs using different murine model systems and human specimens.

The induction of Arg1^+^ macrophage induction by IL-13 and DKK1 *in vitro* and the reduction of Arg1^+^ lung macrophages in Dkk1^PKO^ mice *in vivo* suggest the sustained elevation of thrombocyte-derived DKK1 in the lung by environmental insults induce pathological pulmonary inflammation. The importance of IL-9-mediated Arg1^+^ macrophages in allergic asthma has been recently reported (54). It has been reported that IL-9 expressing Th9 cells and IL-9 promotes pulmonary fibrosis in mice, coinciding with monocyte-derived alveolar macrophages (Mo-AMs) expressing Arg1 in the BLM-induced lung fibrosis model (72, 74, 75). It would be worth investigating whether DKK1 and IL-13 or IL-9 are interdependent in macrophage polarization. Further analyses will be required on whether other environmental insults trigger type 2 cell-mediated inflammation by IL-13 or IL-9 without DKK1. We found that DKK1-induced CD206^+^ and CD206^+^/Arg1^+^ macrophages were affected by STAT6 deficiency, while IL-4Rα and other genes remained unaffected. Our bulk RNA seq results further revealed that DKK1’s role in macrophage polarization and activation is not limited to AAM-like gene markers. The use of Arg1-YFP reporter mice bred to STAT6 KO mice and macrophage-specific ablation of Arg1 using LyzM-cre and CD11c-cre is warranted for further investigation on DKK1-induced CD206^+^ and CD206^+^/Arg1^+^ macrophages using multiple tissue injury and repair models including the BLM-induced lung injury model.

A previous study showed that Mo-AMs are the primary pulmonary fibrosis driver in the BLM challenge model, while the Mo-AM gene expression profiles are not exclusively alternatively activated macrophages (72). Our data are in line with this finding that Hif1α or IL-1β protein expressions were regulated by DKK1 in addition to Arg1 and CD206. Our results from differential gene expressions by DKK1 suggest that atypical and differential signaling pathways induced by DKK1 contribute to the heterogeneous macrophage phenotypes contributing to pathological inflammation, suggesting that more studies are warranted on multiple mechanisms in which macrophage promotes lung inflammation and fibrosis. The importance and the role of DKK1 in pathological fibrosis in multiple organs warrant future studies.

Dkk1^PKO^ mice showed no abnormal hematological phenotypes, and no notable differences were observed in leukocyte infiltration at steady state between Dkk1^PKO^ mice and their littermate control mice. Our data indicate that the prolonged expression of DKK1 upon organ or tissue injuries can induce aberrant macrophage polarization and activation that may lead to progressive organ or tissue fibrosis.

It can be postulated that inflammation demands its biological priority for host survival when the cost of tissue damage by DKK1-driven inflammation outweighs the benefit of sustaining tissue homeostasis by Wnt-driven cell proliferation and differentiation. In this regard, the presence of both DKK1 and Wnt upon tissue injury may indicate that injury-induced DKK1 from platelets may override Wnt-mediated cell proliferation and differentiation. Further studies regarding spatiotemporal kinetics and the relative abundance of two ligands in the local injury site will provide more insights for fine-tuning tissue repair processes by DKK1 and Wnt3a in a cell-type-dependent manner.

We showed that thrombocyte-derived DKK1 regulated macrophage polarization upon BLM-induced lung injury using Dkk1^PKO^ mice. Further studies using human platelets from pulmonary fibrosis patients are required to overcome the limitation of our study utilizing the acute BLM-induced lung injury mouse model. A previous study may shed light on this point, as it was demonstrated that macrophage polarization was induced by platelet-rich human plasma (76).

Taken together, our study provides a novel insight into DKK1’s role in the regulatory mechanisms that promote inflammation via macrophage polarization, placing DKK1 as an important immunoregulatory ligand to regulate macrophages in the BLM-induced lung injury model.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE247398.

## Ethics statement

The animal study was approved by Jolene Windle, Virginia Commonwealth University. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

E-AS, MP, and W-JC designed experiments, analyzed data, and wrote the manuscript. E-AS, MP, and SS performed experiments. HA, JL, and EE-O analyzed bioinformatics for RNA sequencing. PS gave input and guidance on the lung injury model. OH provided input for qPCR experiments. W-JC supervised all aspects of the project. All of the authors read and commented on the manuscript.

# Supplementary material for: Thrombocyte-derived Dickkopf1 promotes macrophage polarization in the Bleomycin-induced lung injury model
**Source:** Front Immunol. 2023 Dec 15;14:1247330. doi: 10.3389/fimmu.2023.1247330

Supplementary Figure 1

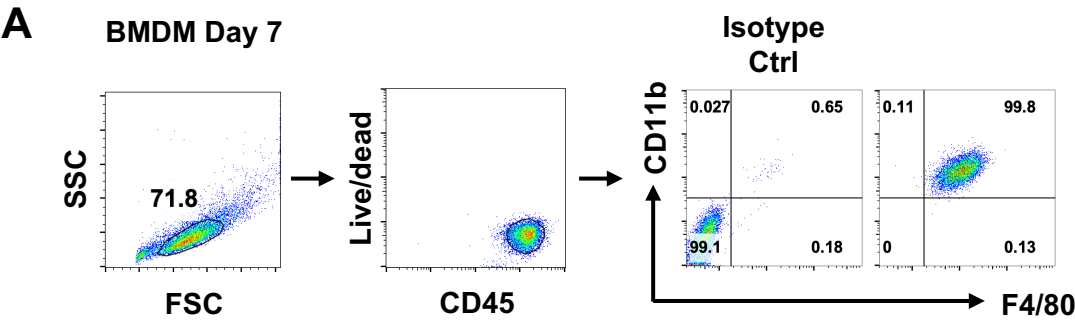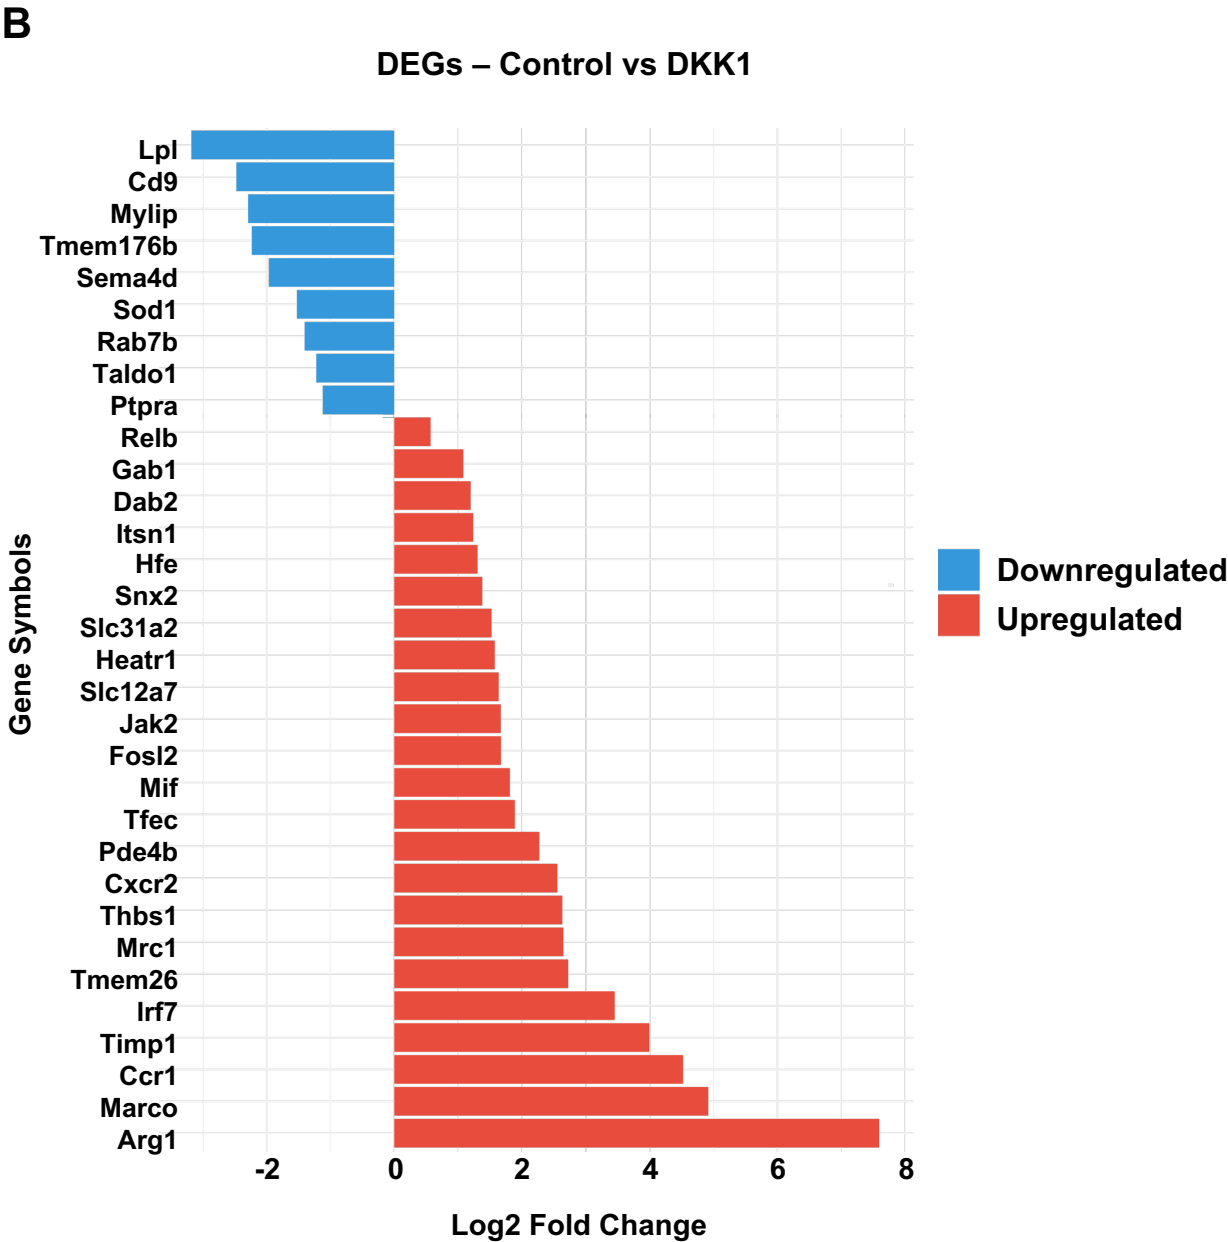

Supplementary Figure 1 (continued)

C

GO Terms for Control vs DKK1

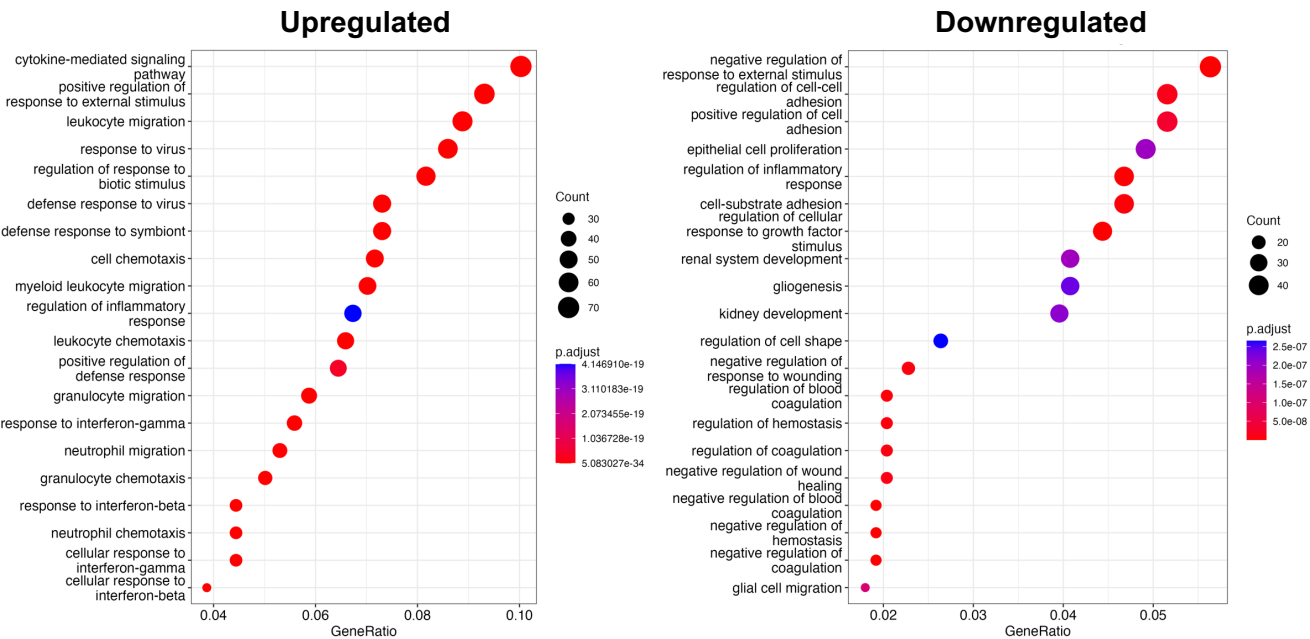

D

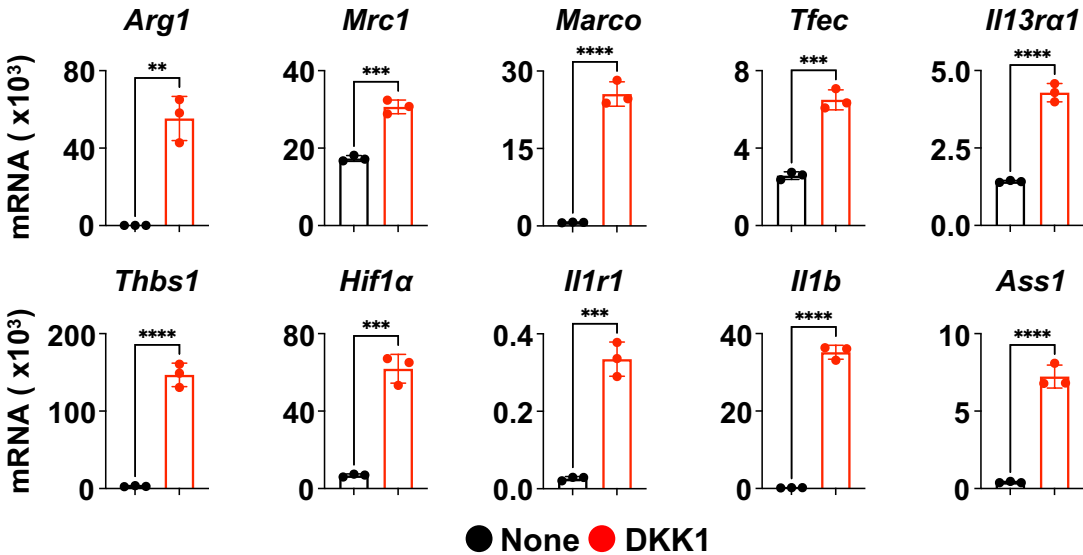

Supplementary Figure 1 (continued)

E

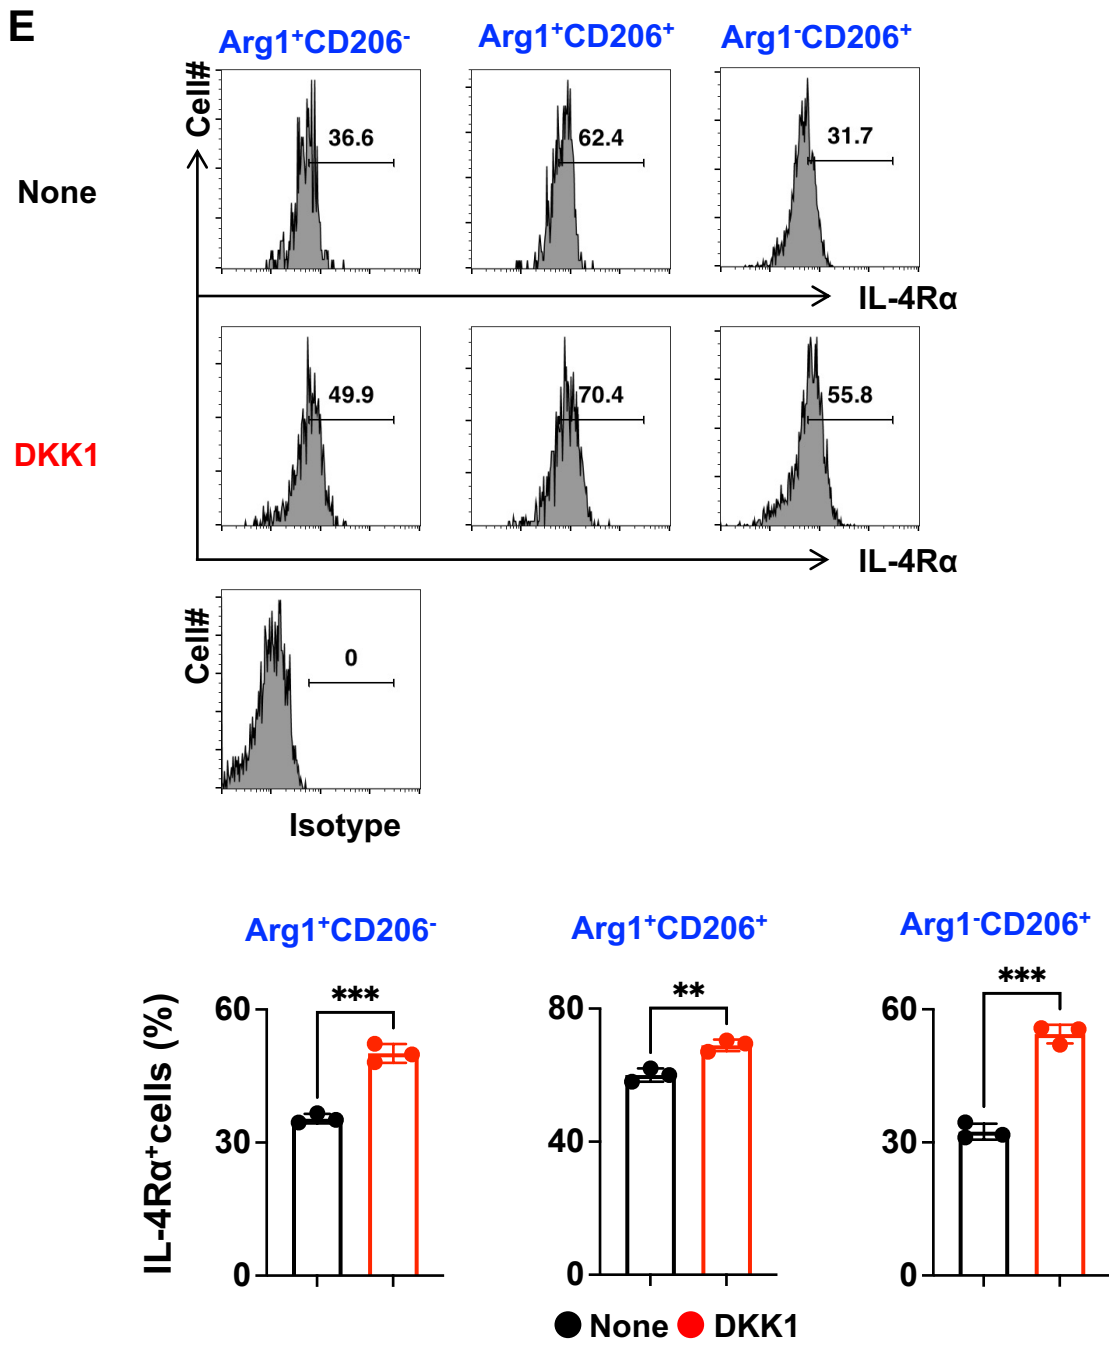

Supplementary Figure 2

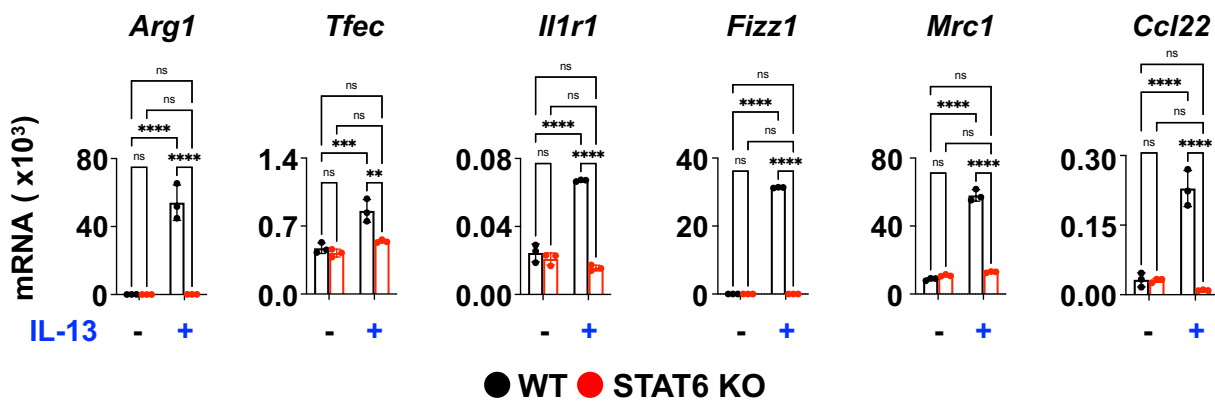

Supplementary Figure 3

A

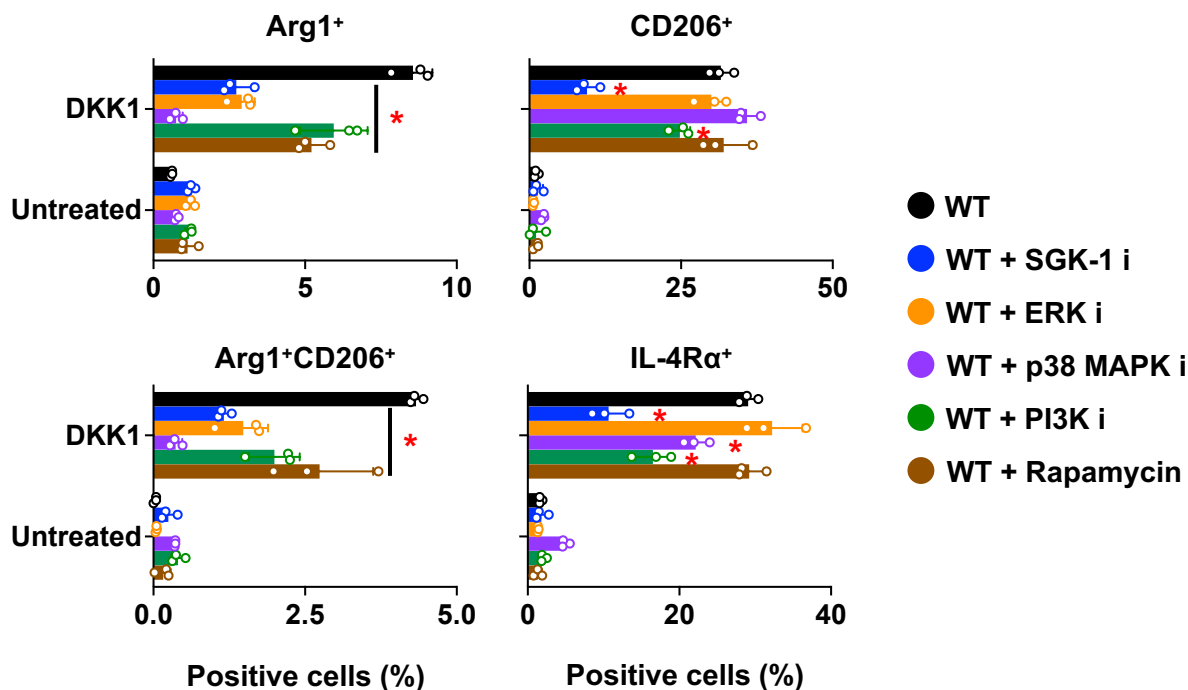

B

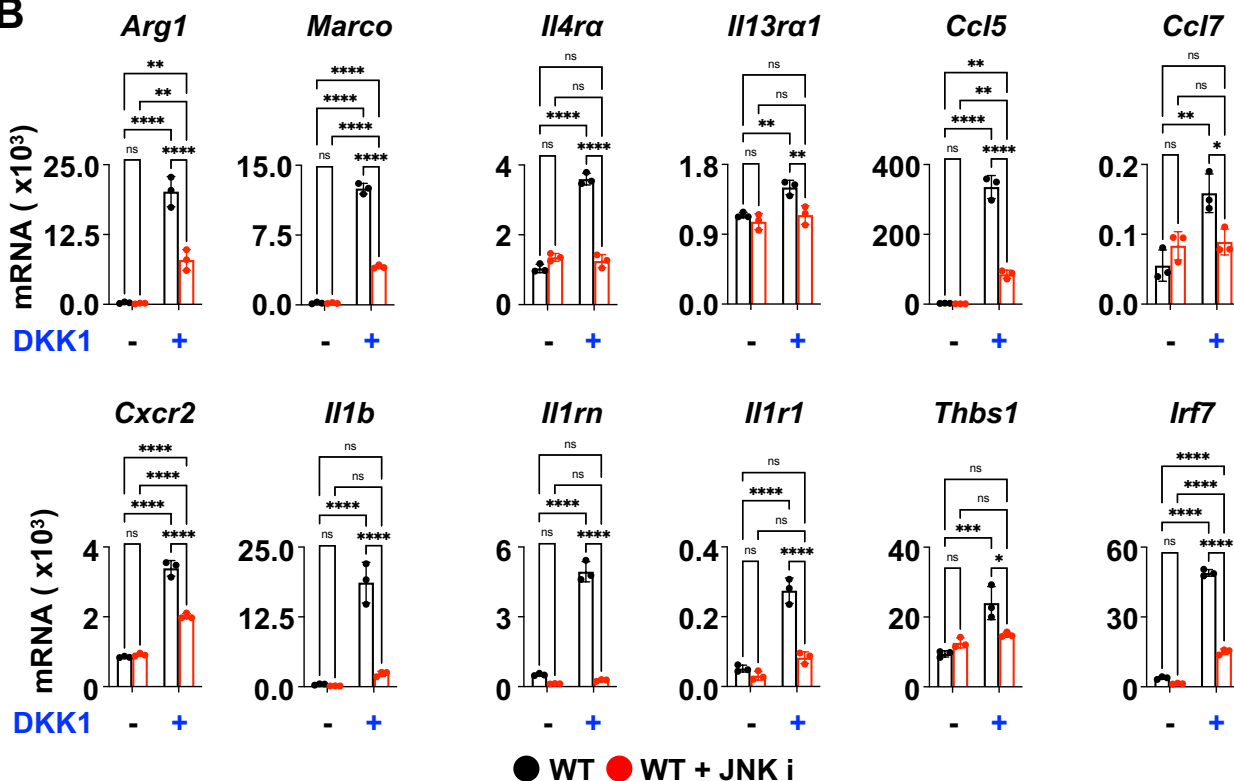

Supplementary Figure 4

A

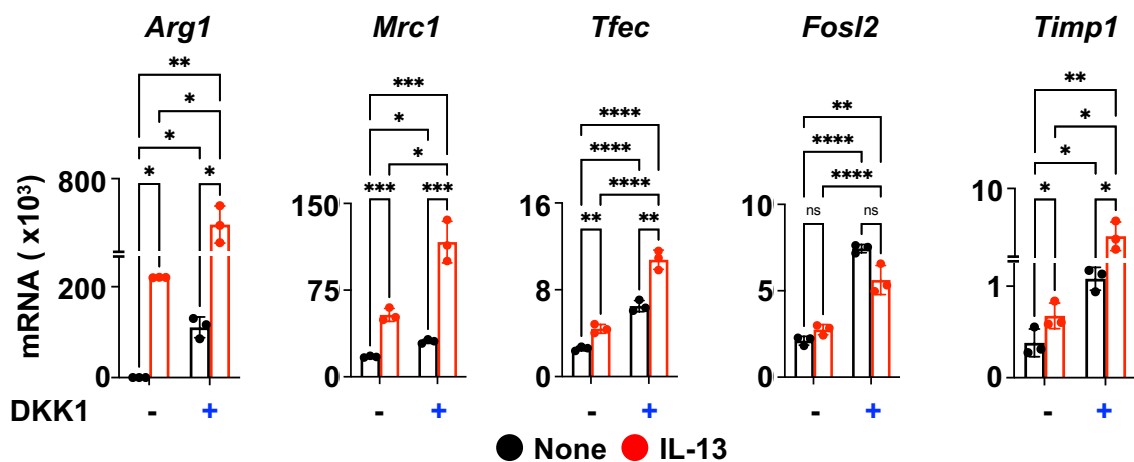

B

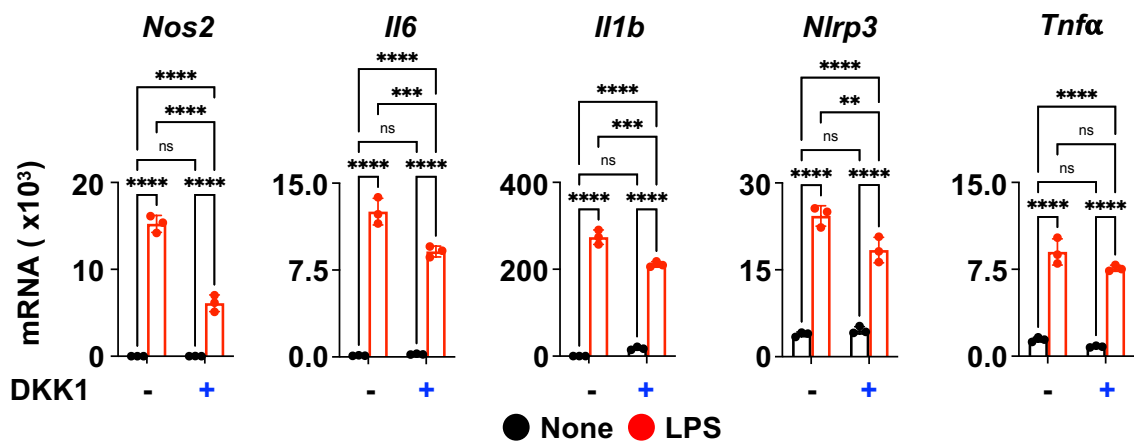

Supplementary Figure 4 (continued)

C

Differentially Expressed Genes

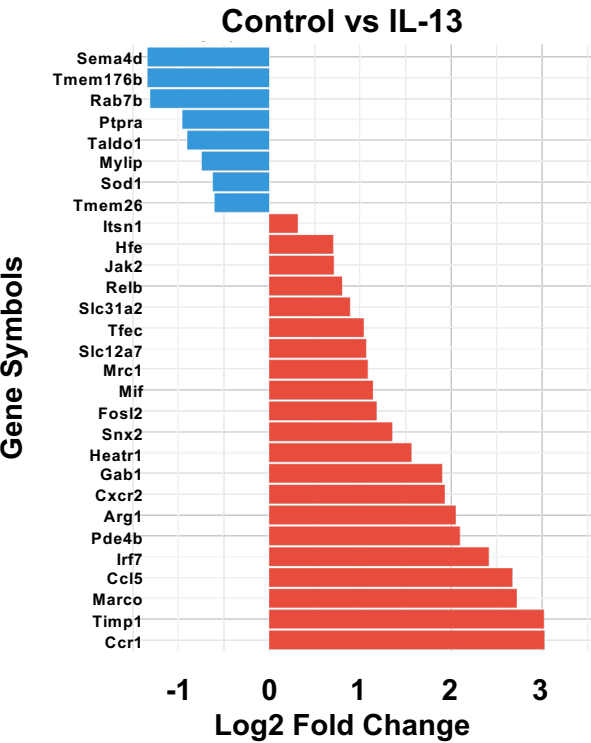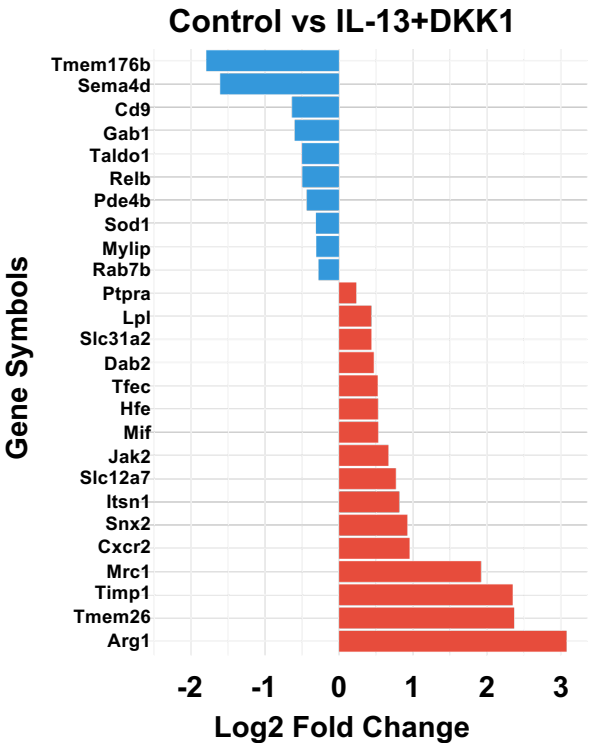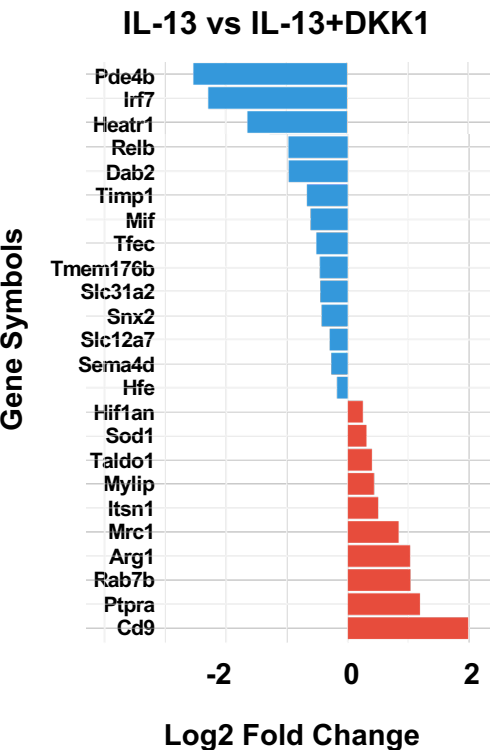

Downregulated

Upregulated

Supplementary Figure 4 (continued)

D

GO Terms for Control vs IL-13

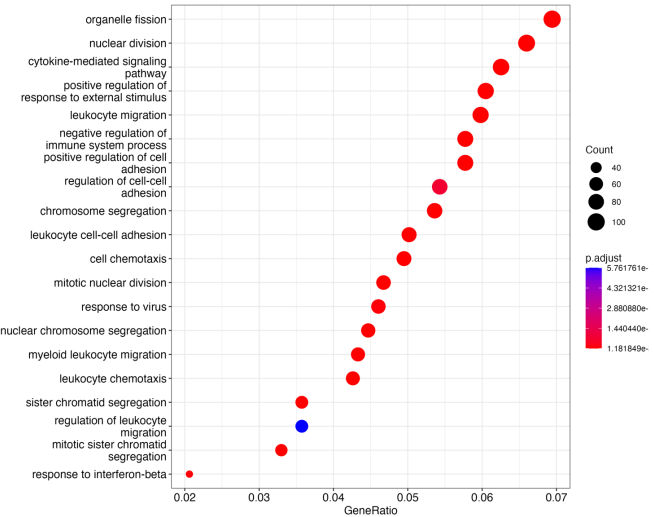

GO Terms for Control vs IL-13+DKK1

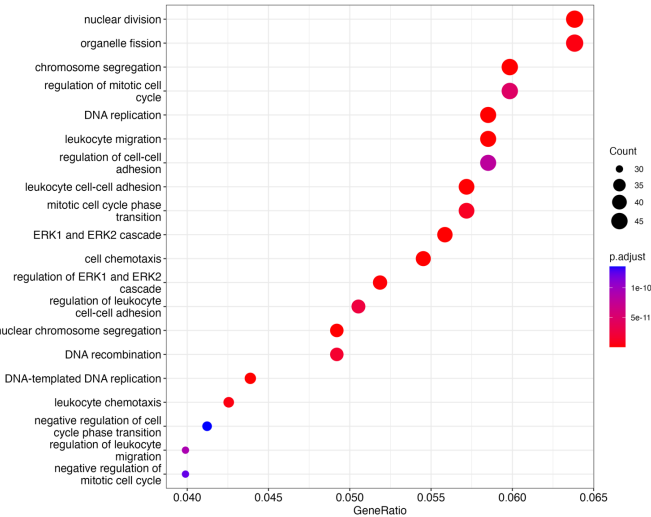

GO Terms for IL-13 vs IL-13+DKK1

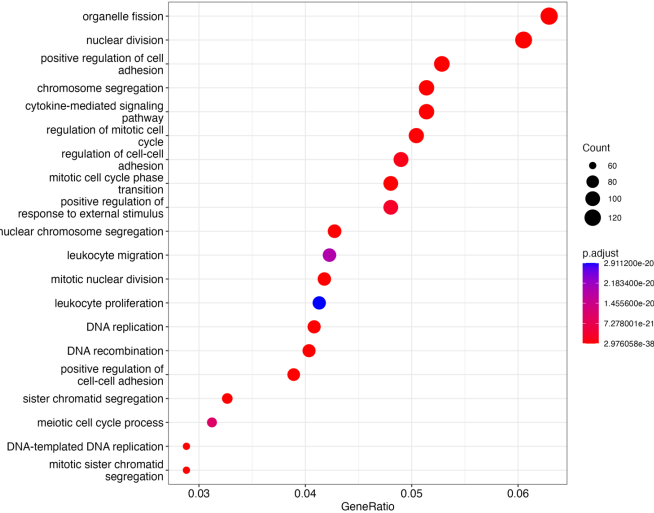

Supplementary Figure 4 (continued)

E

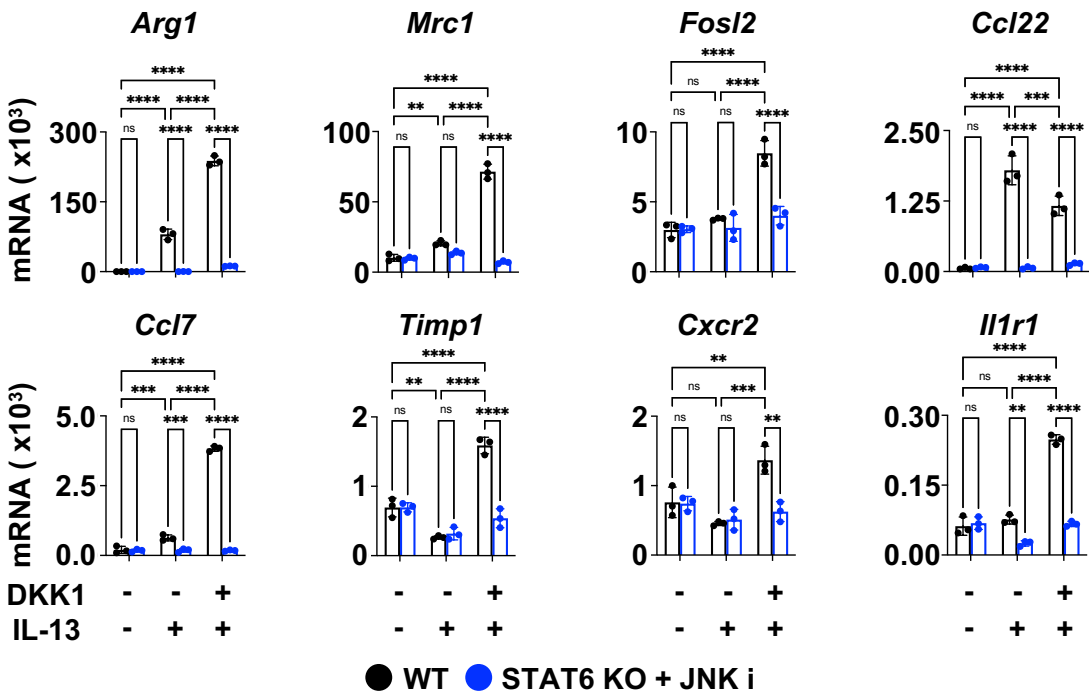

Supplementary Figure 5

A

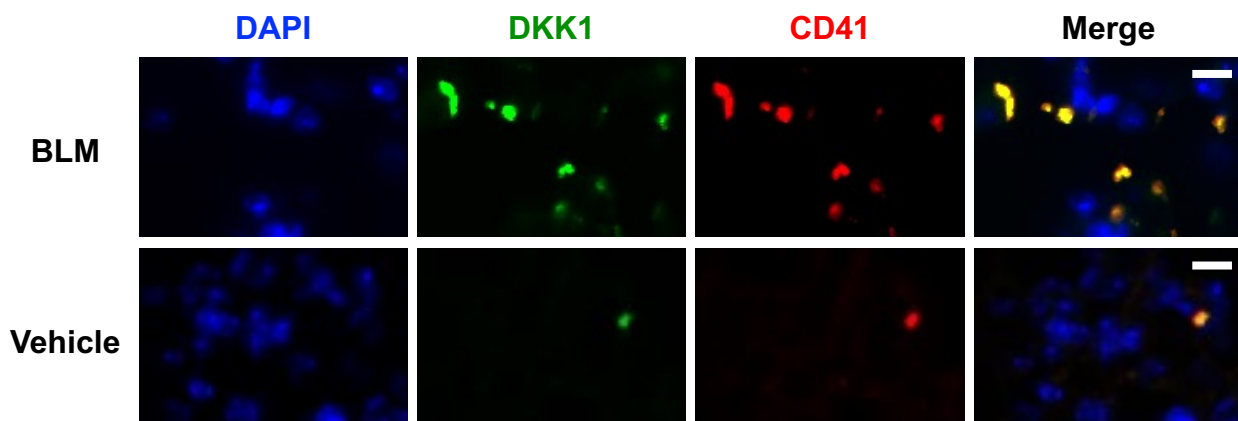

B

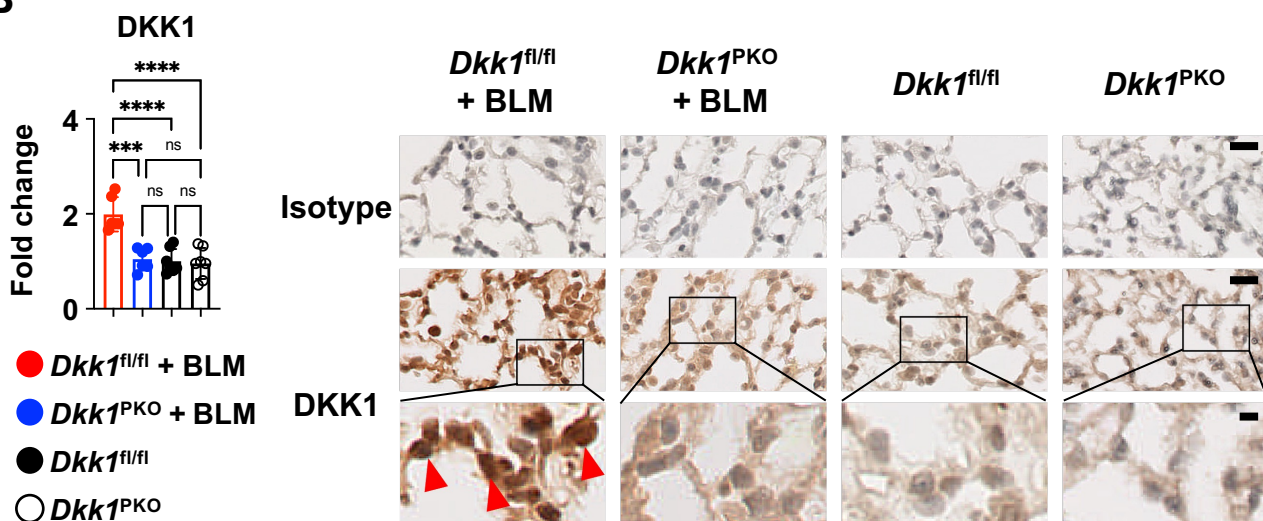

C

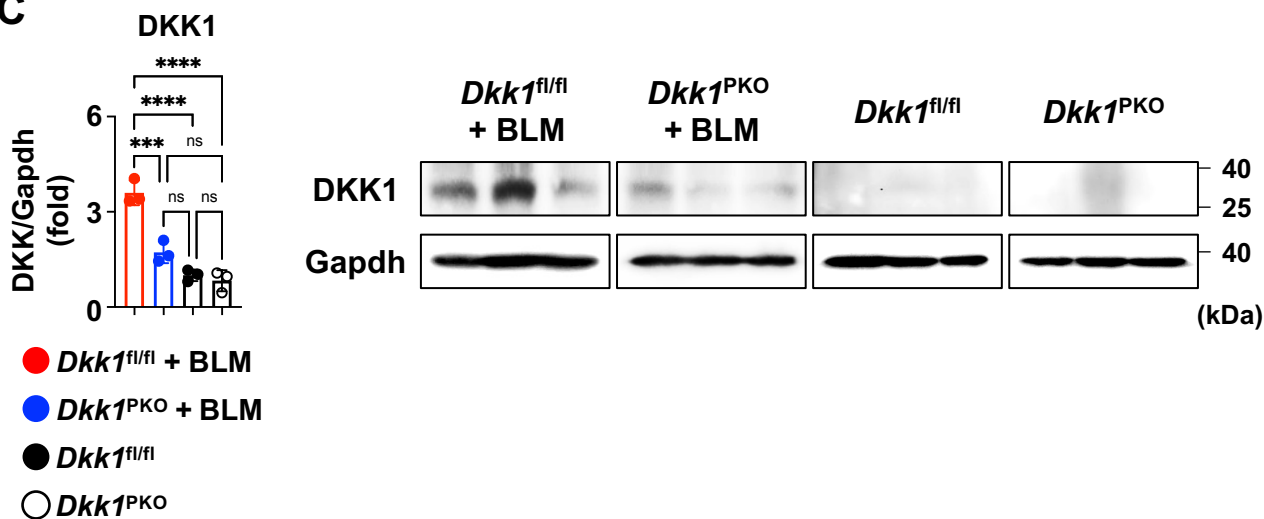

Supplementary Figure 6

A

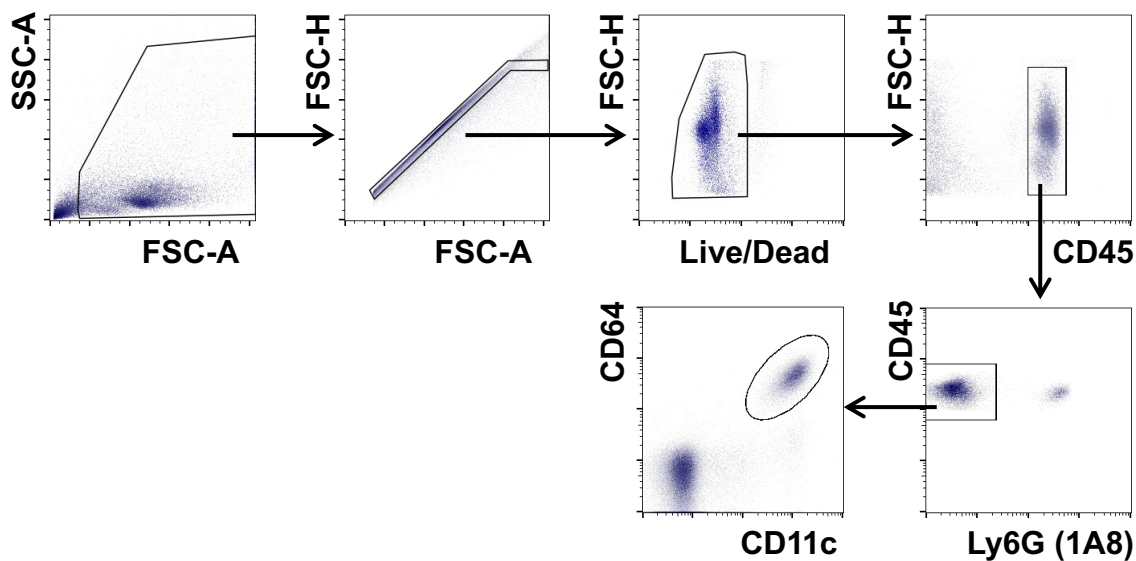

B

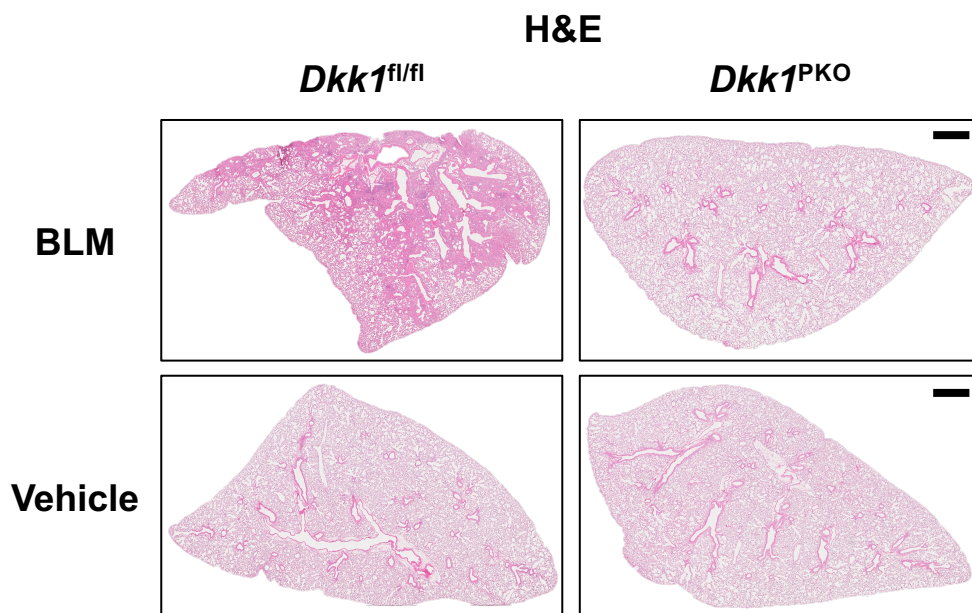

Supplementary Figure 6 (continued)

C

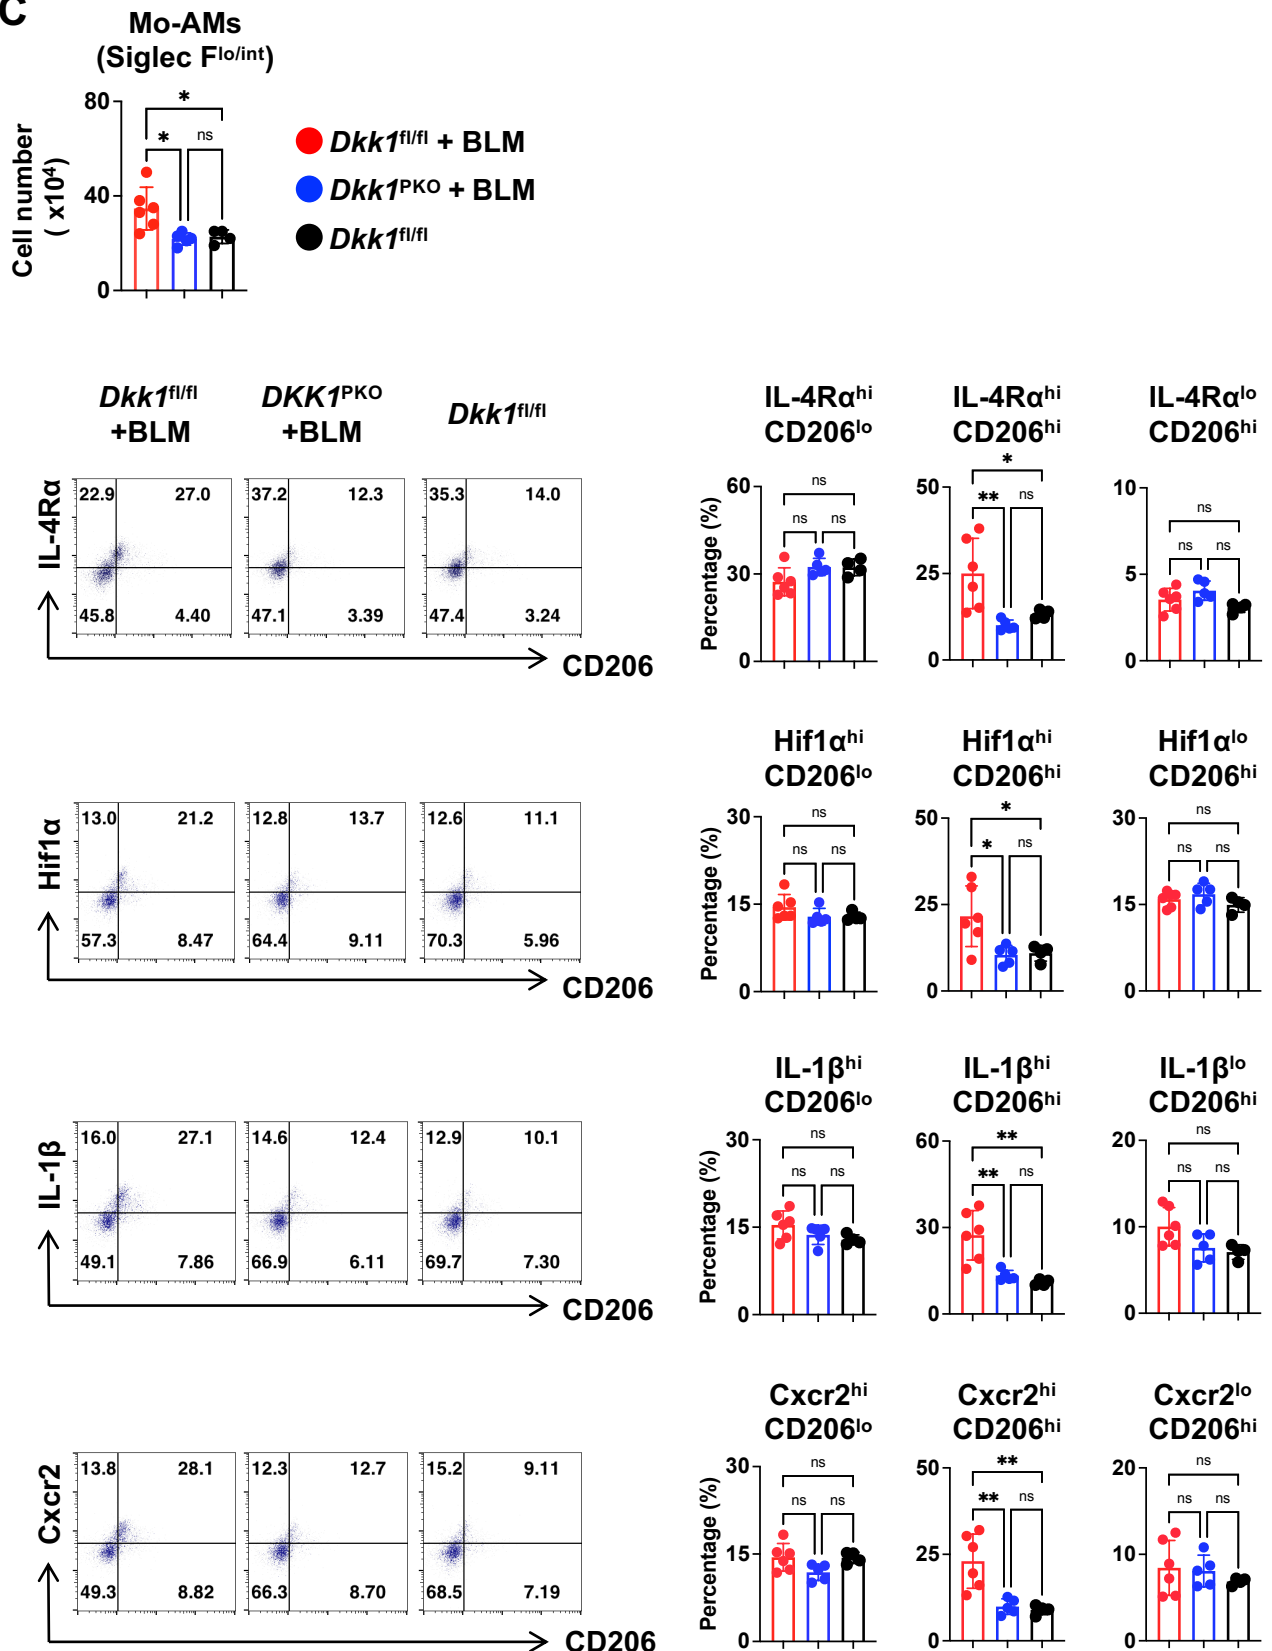

Supplementary Figure 6 (continued)

D

Masson

Dkk1^{fl/fl}
+ BLM

Dkk1^{PKO}
+ BLM

Dkk1^{fl/fl}

Dkk1^{PKO}

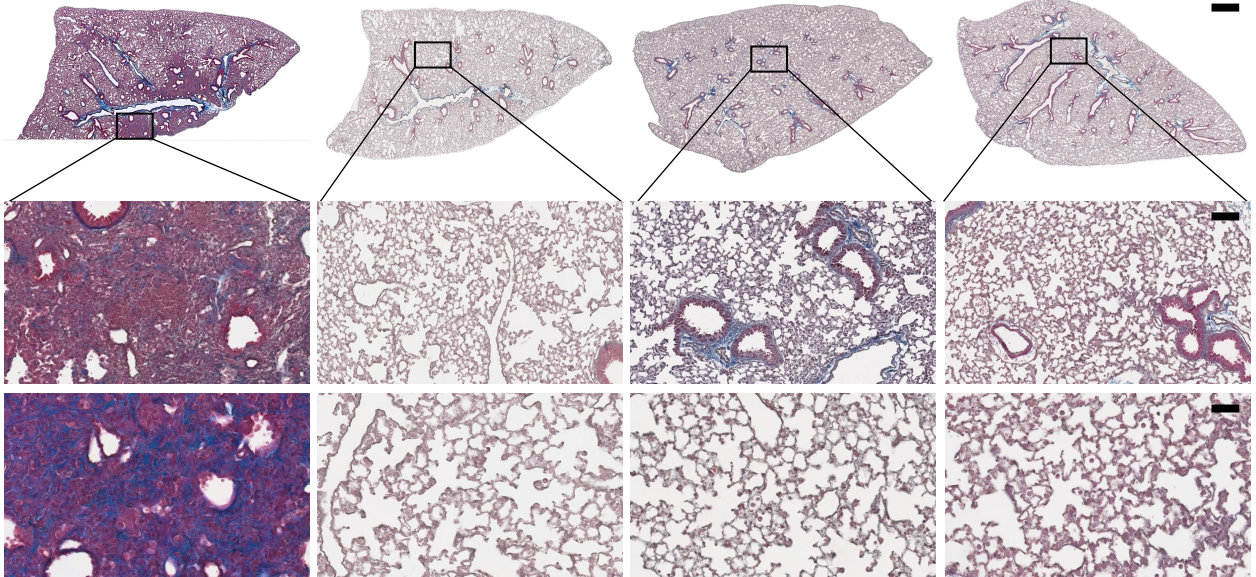

**Supplement:** Supplementary file 5

# Supplementary material for: Thrombocyte-derived Dickkopf1 promotes macrophage polarization in the Bleomycin-induced lung injury model
**Source:** Front Immunol. 2023 Dec 15;14:1247330. doi: 10.3389/fimmu.2023.1247330
**Supplement:** Supplementary file 6

Supplementary Material

Thrombocyte-derived Dickkopf1 induces wound-healing macrophage polarization

Eun-Ah Sung^1,2†^, Min Hee Park^1,2†^, SuJeong Song^1,2^, Hasan Alanya^3^, Octavian Henegariu^3^, Jinze Liu^5^, E Zeynep Erson-Omay^3^, Patricia J Sime^4^, and Wook-Jin Chae^1, 2, 6*^

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1.**

(**A**) On day 7 after BMDM differentiation, CD45^+^CD11b^+^F4/80^+^ cell populations were measured by flow cytometry. (**B**-**C**) BMDMs were treated with DKK1 for 24 hours prior to bulk RNA sequencing (RNAseq). DEG analysis between untreated and DKK1-treated groups is visualized in the form of a bar plot (**B**). Functional enrichment analysis was conducted to identify significantly up- and downregulated pathways in DKK1-treated group compared with untreated group (**C**). (**D**) BMDMs were stimulated with DKK1 for 24 hours prior to qPCR. (**E**) BMDMs were treated with DKK1 for 48 hours prior to flow cytometry analysis. IL-4Rα expressions in Arg1^+^CD206^-^ , Arg1^+^CD206^+^, and Arg1^-^CD206^+^ populations were quantified by flow cytometry. A representative of at least two independent experiments is shown. Student’s t-test was performed for (**D, E**). ****p < 0.0001, ***p < 0.001, **p < 0.005.

**Supplementary Figure 2.**

BMDMs from C57Bl/6J mice (WT) or STAT6 knockout mice (STAT6 KO) were treated with IL-13 for 24 hours prior to qPCR. A representative of at least two independent experiments is shown. A two-way ANOVA analysis with Bonferroni’s post hoc test was performed. ****p < 0.0001, ***p < 0.001, **p < 0.005, ns, not significant.

**Supplementary Figure 3.**

(**A**) BMDMs from C57Bl/6J mice (WT) were stimulated with JNK inhibitor with or without DKK1 for 24 hours prior to qPCR. (**B**) BMDMs were stimulated with the indicated inhibitors with or without DKK1 for 48 hours prior to flow cytometry analysis. Significant results (p-value < 0.05) are indicated as red asterisks. A representative of at least two independent experiments is shown. A two-way ANOVA analysis with Bonferroni’s post hoc test was performed for (**A**, **B**). ****p < 0.0001, ***p < 0.001, **p < 0.005, *p < 0.05, ns, not significant.

**Supplementary Figure 4.**

(**A**-**B**) BMDMs were treated with or without DKK1 and IL-13 (**A**) or LPS (**B**) for 24 hours prior to qPCR. (**C**-**D**) BMDMs were treated with IL-13 with or without DKK1 for 24 hours prior to bulk RNA seq. DEG analysis for three distinct comparisons is visualized in the form of a bar plot (**C**). Functional enrichment analysis was conducted to identify significantly up- and downregulated pathways in each group for three distinct comparisons (**D**). (**E**) WT or STAT6-deficient BMDMs were treated with IL-13 and/or DKK1 either with or without JNK inhibitor for 24 hours prior to qPCR. A representative of at least two independent experiments is shown. A two-way ANOVA analysis with Bonferroni's post hoc test was performed for (**A**, **B**, **E**). ****p < 0.0001, ***p < 0.001, **p < 0.005, *p < 0.05, ns, not significant.

**Supplementary Figure 5.**

(**A**) The lungs from C57Bl/6J mice were harvested on day 14 after the BLM challenge. Co-localization of CD41 and DKK1 was determined by immunofluorescence staining. Bar = 10 μm. (**B**) Dkk1^PKO^ mice and their Dkk1^fl/fl^ littermate controls were challenged with BLM. On day 14 after the challenge, the lungs were harvested. Relative protein levels of DKK1 were analyzed by IHC and Image J (left). Representative images of IHC are shown (right). The boxed areas are shown in higher magnification below. DKK1-positive cells are indicated by arrowheads. Bar = 20 μm (top and middle panels); 5 μm (bottom panels). Dkk1^fl/fl^ + BLM (n = 6); Dkk1^PKO^ + BLM (n = 6); Dkk1^fl/fl^ (n= 7); Dkk1^PKO^ (n = 7). (**C**) The lungs from Dkk1^PKO^ mice and their Dkk1^fl/fl^ littermate controls were harvested on day 14 after the BLM challenge. The ratio of DKK1 to Gapdh was quantified by Western blot and Image J. n= 3 per group. A one-way ANOVA analysis with Bonferroni's post hoc test was performed for (**B, C**). ****p < 0.0001, ***p < 0.001, ns, not significant.

**Supplementary Figure 6.**

(**A**) Flow cytometry gating strategy used for identification of macrophages (CD45^+^Ly6G (Gr-1, clone 1A8)^-^CD11c^+^CD64^+^ cells) in mouse lung homogenates is shown.

(**B**-**D**) Dkk1^PKO^ mice and their Dkk1^fl/fl^ littermate controls were challenged with BLM. On day 14 after the challenge, the lungs were harvested. (**B**) Representative images of H&E staining are shown. Bar = 800 μm. (**C)** Total Siglec F^lo^ Mo-AMs and protein expression levels of IL-4Rα, Hif1α, IL-1β, and Cxcr2 in CD206^+^ Siglec F^lo^ Mo-AMs were quantified by flow cytometry. Dkk1^fl/fl^ + BLM (n = 6); Dkk1^PKO^ + BLM (n = 5); Dkk1^fl/fl^ (n= 4). (**D**) Representative images of Masson staining are shown. Bar = 800 μm (top), 10 μm (middle), 20 μm (bottom). A one-way ANOVA analysis with Bonferroni's post hoc test was performed for (**C**). ****p < 0.0001, ***p < 0.001, **p < 0.005, *p < 0.05, ns, not significant.

## Supplementary Tables

**Supplementary Table 1.** **Antibodies for flow cytometry analysis used in this study**

| **Antibody** | **Manufacturer** | **Catalog No.** |
| --- | --- | --- |
| APC/Fire 750 anti-mouse CD45, clone 30-F11 | BioLegend | 103154 |
| APC anti-human/mouse Arginase 1, clone A1exF5 | eBioscience | 17-3697-82 |
| APC Mouse IgG1 kappa Isotype Ctrl Antibody, clone MOPC-21 | BD Biosciences | 550854 |
| Biotin anti-mouse CD206 (MMR), clone C068C2 | BioLegend | 141713 |
| Biotin anti-mouse Ly-6G, clone 1A8 | BioLegend | 127603 |
| eFluor 660 anti-mouse CD170 (Siglec F), clone 1RNM44N | eBioscience | 50-1702-80 |
| PE anti-mouse CD124(IL-4Ralpha), clone I015F8 | BioLegend | 144803 |
| PE IL-1 beta Monoclonal Antibody, clone CRM56 | eBioscience | 12-7018-41 |
| PE HIF-1 alpha Monoclonal Antibody, clone Mgc3 | eBioscience | 12-7528-82 |
| PE Mouse CXCR2/IL-8RB Antibody, clone 242216 | R&D Systems | FAB2164-P-025 |
| PE Mouse IgG1 kappa Isotype Ctrl Antibody, clone P3.6.2.8.1 | eBioscience | 12-4714-82 |
| PE Streptavidin | BioLegend | 405204 |
| PerCP/Cyanine5.5 anti-mouse CD64 (FcγRI), clone X54-5/7.1 | BioLegend | 139308 |
| PerCP/Cyanine5.5 Rat IgG2a kappa Isotype Ctrl Antibody, clone RTK2758 | BioLegend | 400531 |
| PE/Cyanine7 anti-mouse CD11c, clone N418 | BioLegend | 117317 |
| PE/Cyanine7 Mouse IgG1 kappa Isotype Ctrl Antibody, clone MOPC-21 | BioLegend | 400125 |
| Ultra-LEAF^TM^ Purified anti-mouse CD16/32 Antibody | BioLegend | 101330 |

**Supplementary Table 2.** **qPCR primers used in this study**

| **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Arg1* | TTAGAGATTATCGGAGCGCCTTTC | CCGTGGTCTCTCACGTCATACTCT |
| *Ass1* | TCGCAGAGCTCGTATACACAGGTT | ATGTACACTTGGCCCTTGAAGACA |
| *Ccl22* | GTTTGGATCAAGCCCTTTGT | CTGGACTGTGTGAGATTGGG |
| *Ccl5* | GTCGTGTTTGTCACTCGAAGGAAC | TGACAGGGAAGCTATACAGGGTCA |
| *Ccl7* | CCCCAAGAGGAATCTCAAGAGCTA | CTATAGCCTCCTCGACCCACTTCT |
| *Cxcr2* | GAACCAAGCTGATCAAGGAGACCT | TGGCCAATAAAGGCATAGATGATG |
| *Fizz1* | AGACTATGAACAGATGGGCCTCCT | GGTCCAGTCAACGAGTAAGCACAG |
| *Fosl2* | TATCCACGCTCACATCCCTACAGT | GACAGCTGCTCATCTCTCCTTCTG |
| *Hif1α* | ATTTTTGGACACTGGTGGCT | ATGCAATGGTGAAATGCTGA |
| *Il6* | TAGTCCTTCCTACCCCAATTTCCA | ATGAATTGGATGGTCTTGGTCCTT |
| *Il13rα1* | AAAGTGCATCTCACCCCCTG | CTCCAGGCTGCTGTACCAAT |
| *Il1b* | GATCCCAAGCAATACCCAAAGAAG | CTCTGCTTGTGAGGTGCTGATGTA |
| *Il1r1* | TGGAAGTCTTGTGTGCCCTTATGT | TTTACTCCGAAGAAGCTCACGTTG |
| *Il1rn* | AAGACAAGCGCTTTACCTTCATCC | GCCTCTAGTGTTGTGCAGAGGAAC |
| *Il4rα* | CTGGGACAGTGACCTGGACTGT | ACTCTCCCTTTGCAGAACTCAGG |
| *Irf7* | CCACGGAAAATAGGGAAGAAGTGA | ATCACTAGAAAGCAGAGGGCTTGG |
| *Marco* | CTTAGCAGCTATGGAGGTGGCTCT | ACACCCGCATCTTCATTATGTACG |
| *Mrc1* | GGAGTGATGGAACCCCAGTG | ACCCTCCGGTACTACAGCAT |
| *Nlrp3* | GTGGACTGCGAGAGATTCTACAGC | GATCTGAACAACCTCCTGGTCCTT |
| *Nos2* | GCTACCACATTGAAGAAGCTGGTG | CATAGGAAAAGACTGCACCGAAGA |
| *Tbp* | GAATAAGAGAGCCACGGACAACTG | AAGCCCAACTTCTGCACAACTCTA |
| *Tfec* | GACCATTCTAAAGGCATCAGTGGA | TAGTTCCTGAATCCGGAGCCTAAG |
| *Thbs1* | TGGCCTCTCCTGTGATGAACTATC | CTTCAGCTCACTGACCAGCTCTCT |
| *Timp1* | ATGCTAAAAGGATTCAAGGCTGTG | ATGAGAAACTCTTCACTGCGGTTC |
| *Tnfα* | CTGGGACAGTGACCTGGACTGT | ACTCTCCCTTTGCAGAACTCAGG |

How the deposited data were processed for this re-analysis (not part of the article)

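Gene expression was measured by bulk RNA seq in BMDMs of C57Bl/6J mice that were left untreated or treated for 24 h with IL-13, DKK1 or both, with 3 libraries in each of the 4 groups and 12 in all. The libraries were made with a stranded total RNA kit after depletion of ribosomal RNA. The authors checked the reads with FastQC 0.11.9, aligned them with STAR 2.7.6a to GRCm39, counted them per gene with featureCounts and deposited raw counts of 17723 genes. In the submitters' processing notes and in the paper the differential expression was computed with DESeq2 1.30.0. The version of featureCounts, its gene annotation and its strand setting are not given in the sources used here, so genes that overlap or lie antisense to another gene, and genes with near-identical copies, are uncertain. The lowest value that any gene reached in its highest library was 11, so genes with fewer counts in every library were left out by the authors. Every column of the deposited table was matched to a sample by its name. The replicates are separate samples of a group, labelled as biological replicates, and the sources used here do not say from how many mice they came. The chi-square per gene between replicates of a group, where 1 is the counting error of independent counts, lay between 4.31 and 9.93, so no pair of libraries was a copy of another.

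The total counts per library are given with the experiment. Counts of this size leave little counting error in genes of more than a few CPM, but the excess of even numbers among the low counts leaves the number of independent molecules behind a count unknown. Counting intervals and the floor of 3 counts over a group cover counting error only and treat counts as independent, so the intervals may be too narrow. The tests rest on the spread between replicates.

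From the deposited counts, genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 16306. Counts were scaled by TMM, with factors between 0.945 and 1.043, and a model with 1 mean per group was fitted to all 12 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (edgeR 4.0.16 in R 4.3.3). The prior degrees of freedom of its dispersion were 12.5. The 6 comparisons between pairs of groups were tested, and the interaction, which is the effect of DKK1 with IL-13 present minus its effect without. The threshold was an adjusted p under 0.05 and an absolute log2 fold change above 1, as stated in the paper. Levels of single genes are means of TMM-scaled CPM, and the principal components used log2 CPM with a prior count of 2. Gene IDs were looked up in GENCODE vM39, which held 99.6% of them, for positions on GRCm39.

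Gene lists were tested by the number of called members, by that number adjusted over the list alone, and by camera with a preset correlation between genes of 0.01 and with an estimated one. The rotation test fry was run as well and is not reported. The lists were alternative activation markers, type I interferon-stimulated genes, inflammatory genes, hypoxia and glycolysis genes, matrix genes, cell cycle genes, AP-1 and immediate-early genes, Wnt target genes, DKK1 receptors, the IL-4/IL-13 receptor and STAT6 pathway, cholesterol synthesis genes, LXR target genes, genes of MHC class II presentation, chemokines, chemokine receptors, coagulation genes and macrophage identity genes. Markers of other cell types (neutrophils, T and NK cells, B cells, stromal cells, megakaryocytes and platelets, mast cells and basophils, dendritic cells, and erythroid cells) and the study's own genes of Figures 1B and 4A and Supplementary Figures 1B and 4C were added.

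Genes were named in the text by a fixed rule. It takes every gene that the paper names for its RNA seq or draws in those figures, for each comparison the 6 called genes with the largest positive and the 6 with the largest negative log2 fold change among those with a mean of at least 100 counts and no overlap between the groups, and for each list the called members with the smallest adjusted p. Values in the paper's supplementary sheets had been seen when the rule was written. Chosen outside it, after their values were seen, were Batf, Ccl24, Chil4, Col1a1, Dusp2, Fdps, Gapdh, Il10, Il1a, Irf4, Irf9, Isg15, Lrp5, Lrp6, Mki67, Nfkb1, Nfkbia, Nos2, Oasl1, Ptgs2, Rela, Spp1, Tgfb1, Treml1 and Znrf3. Some genes are not reported here.

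The same functions were tested on simulated counts with known changes. In a simulated comparison of DKK1 with untreated cells over 15841 genes, edgeR found 54 of 67 genes changed 1.5-fold at the adjusted p, and called 67 of 67 changed 3-fold and 66 of 66 changed 6-fold, with 3 of 15641 unchanged genes called. For the interaction it found 47 of 67, and called 66 of 67 and 66 of 66, with 5 unchanged genes called. The changed genes were drawn from those above a minimum CPM in untreated cells, and the counts from the fitted spread itself. Far fewer genes were changed than were called in the real libraries. The recovery therefore does not cover genes with very low levels in untreated cells. In a simulated comparison of IL-13 with untreated cells without any change, edgeR called 0 of 15841 genes. Shared calls between comparisons with a common group were set beside 20 simulations in which all 12 libraries had the same mean per gene. Next to no genes are called in such groups, so these simulations do not measure what shared libraries add.

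As alternatives, DESeq2 size factors, upper-quartile factors or library size only replaced TMM, no filter or at least 50 counts in 3 libraries replaced the filter, DESeq2 1.42.0 or limma-voom (limma 3.58.1) replaced the test, edgeR's TREAT or no fold threshold replaced the fold threshold, only the 2 groups compared entered the model, and the replicate number or the loss of each library in turn was tried. The enrichment of GO terms, the qPCR, the flow cytometry, the signaling experiments and the animal experiments of the paper were not analysed here.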

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

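The tests of Treml1, of endotoxin and of 1 mislabelled library, the count of shared genes with library size only and the other splits of the libraries were chosen after the result was seen.

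The effect of DKK1 differed with IL-13 present: on the log2 scale 346 genes had a positive interaction and 408 a negative one (421 and 343 with library size only, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), among them Arg1 (interaction -2.45), Il1b (-2.11), Thbs1 (-1.76) and, positive, Timp1 (1.40). In a separate count, 336 genes that IL-13 raised fell on adding DKK1. A fall against IL-13 alone is not itself an interaction, and 148 of the 757 genes that IL-13 raised also fell with DKK1 alone. Arg1, Il1b and Thbs1 are not among these 336: they rose when DKK1 was added to IL-13, by less on the log2 scale than with DKK1 alone. On the linear scale, co-treated Arg1 lay above the sum of the single effects (2851 against 1003 CPM), and Il1b and Thbs1 lay below theirs. Library size only gave 345 shared genes, so the 336 do not depend on the choice between it and TMM. With TMM factors between 0.945 and 1.043 the 2 scalings differ little, so this does not test a scaling error common to both. The tables argue against chance values of the IL-13 libraries that both comparisons use: of genes chosen as higher with IL-13 without 1 IL-13 replicate, 41.9% to 46.6% were lower by more than 1 on the log2 scale with IL-13 + DKK1 than in the replicate left out, and 7.2% to 9% were higher. With each library left out in turn, the lowest number of shared genes was 305, so the count did not rest on 1 library. It does not decide on 1 mislabelled library, which would widen the spread of its group, so that its loss could raise the count. On the first and second principal components each library lay with its own group. This argues against a library swapped between groups. Of 100 splits of the 12 libraries, 1, the real one, reached its 754 interaction genes (highest other 519), but the other splits mix differently treated groups, which widens their spread, so they do not decide on chance, and a restraint of part of the IL-13 response by DKK1 stays open as a hypothesis found and tested on the same libraries.

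Pf4 and Ppbp, chemokine genes that are abundant in platelets, rose with DKK1 by log2 fold changes of 3.62 and 5.03, and the paper lists them in its sheets without discussing them in its text. Pf4 was at 188 ± 17.1 CPM (SD, n = 3) in untreated cells, so these cultures express it, and Ppbp at 1.70 ± 0.536 CPM (SD, n = 3). For DKK1 against untreated cells, the tables argue against RNA carried over from platelets or megakaryocytes, since Treml1, another transcript of these cells, had a log2 fold change (± standard error) of -0.62 ± 0.16 at 5.68 ± 0.531 CPM (SD, n = 3) in untreated cells, and Itga2b one of -0.68 ± 0.44. When DKK1 was added to IL-13, Pf4 and Ppbp rose as well, but 0 of the 4 measured markers were lower at the adjusted p alone. The argument from a fall of Treml1 therefore does not extend to that comparison. Under library size only Pf4 had 3.50, so its rise does not depend on the choice between that and TMM, while a scaling error common to both was not tested. The tables argue against a single library, with 3.58 as the lowest value of Pf4 without 1 library. A response of the macrophages to DKK1 may account for the rise, as a hypothesis from the same libraries.

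With DKK1, 24 of 26 interferon-stimulated genes, of which the paper discusses Irf7, were higher (adjusted p = 0.0663 by camera with an estimated correlation), as were 14 of 26 inflammatory genes, with 4 lower. Library size only also gave 24, so the count does not depend on the choice between it and TMM, while a scaling error common to both was not tested. Endotoxin in the recombinant DKK1 cannot be told apart from DKK1 itself, because no library had endotoxin alone or heat-inactivated DKK1, and the log2 fold change of Tnf after 24 h (-1.62 ± 0.10) decides neither way. A response to DKK1 stays open as well.

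Among genes that the paper does not discuss, 15 cell cycle genes were lower and 1 higher with DKK1 (adjusted p = 0.0758 by camera with an estimated correlation) and 22 were higher with IL-13. Of the cholesterol synthesis genes, 10 were higher with DKK1 (adjusted p = 0.0663 with an estimated correlation), and 14 had a negative interaction. IL-13 gave higher levels of 6 MHC class II genes and a lower level of 1 (adjusted p = 0.0626 with an estimated correlation), and DKK1 higher levels of 7 hypoxia and glycolysis genes and a lower level of 1. Of the 4 measured of 12 Wnt/β-catenin target genes, Ccnd1 and Myc had log2 fold changes of -3.61 and -2.90 with DKK1, Apcdd1, which TREAT did not call, one of 1.37 and Znrf3, not called, one of -0.08.

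In each comparison of a pair of groups, the 6 libraries allow 10 splits, too few for a share under 0.05. The real split, 1 of the 10, called 1899 genes for DKK1 against untreated, 1326 genes for IL-13 against untreated, 1930 genes for IL-13 + DKK1 against untreated, 1754 genes for IL-13 + DKK1 against IL-13, 898 genes for IL-13 + DKK1 against DKK1 and 2505 genes for DKK1 against IL-13. The highest other split called 0 genes in each of them with edgeR and with limma-voom, and between 150 and 197 genes at an unadjusted p under 0.05 and the same fold threshold. Here too the other splits mix differently treated libraries within a group, which widens the spread, so their 0 calls do not decide on chance.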

How the results depend on the processing

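No alternative was added after the values were seen. Of 3304 values of the 193 log2 fold changes printed, 3228 kept their direction and their side of the threshold under the alternative, 43 fell short of it, 28 passed it and 5 changed sign. Of 294 counts of called genes, 260 stayed within 1.5-fold, as did 1354 of 1491 counts of list members, and 132 of 147 camera results kept their side of the threshold and direction. With library size only, the median log2 fold change of all genes moved from -0.036 to -0.155 for DKK1 against untreated and from -0.011 to -0.111 for DKK1 against IL-13, so small negative values in these comparisons depend on the scaling. Depth limits genes with few counts, such as Ly6g, Ccl17, Nos2, Il1a, Retnla outside IL-13 and the members of the T, B, dendritic and stromal lists, and the number of independent molecules behind their counts is not known. Apart from the fold threshold, the filter and the libraries left out, which change the criterion, the genes or the samples themselves, the cause of a change was not tested.

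edgeR's TREAT, which tests against the fold threshold itself, called (higher and lower, or positive and negative) 526 and 484 for DKK1 against untreated, 365 and 117 for IL-13 against untreated, 509 and 465 for IL-13 + DKK1 against untreated, 381 and 507 for IL-13 + DKK1 against IL-13, 180 and 97 for IL-13 + DKK1 against DKK1, 666 and 915 for DKK1 against IL-13 and 67 and 120 for the interaction, with 109 genes higher with IL-13 and lower on adding DKK1 and 18 higher in both. Its counts of list members were, for DKK1 against untreated, 1 higher among LXR target genes, 0 higher among Wnt target genes, 0 higher among cell cycle genes, 4 higher among cholesterol synthesis genes, 1 lower among coagulation genes, 4 higher among hypoxia and glycolysis genes, 3 lower among matrix genes, 0 lower among B cell markers, 1 higher and 0 lower among dendritic cell markers and 1 lower among neutrophil markers, and for IL-13 against untreated, 0 lower among alternative activation markers, 3 higher and 0 lower among MHC class II genes, 0 higher among cholesterol synthesis genes, 0 lower among matrix genes and 0 higher among interferon-stimulated genes, and for IL-13 + DKK1 against untreated, 0 lower among alternative activation markers, and for IL-13 + DKK1 against IL-13, 1 higher among alternative activation markers, 0 lower among chemokines and 0 lower among macrophage identity genes, and for the interaction, 0 higher and 6 lower among alternative activation markers and 9 lower among cholesterol synthesis genes. With no fold threshold the calls were 3689 and 3743 for DKK1 against untreated, 3894 and 3777 for IL-13 against untreated, 4247 and 3828 for IL-13 + DKK1 against untreated, 3677 and 3565 for IL-13 + DKK1 against IL-13, 3293 and 3115 for IL-13 + DKK1 against DKK1, 4343 and 4559 for DKK1 against IL-13 and 1961 and 2321 for the interaction, and the shared genes 1911 lower and 666 higher. List members called at the adjusted p alone were, for DKK1 against untreated, 6 higher among AP-1 and immediate-early genes, 2 higher and 2 lower among DKK1 receptors, 4 higher among LXR target genes, 8 higher and 8 lower among alternative activation markers, 3 higher and 2 lower among MHC class II genes, 26 lower among cell cycle genes, 5 higher and 3 lower among chemokine receptors, 18 higher among cholesterol synthesis genes, 8 higher and 6 lower among coagulation genes, 17 higher and 3 lower among hypoxia and glycolysis genes, 7 higher and 3 lower among macrophage identity genes, 12 higher and 10 lower among matrix genes, 4 lower among neutrophil markers, 1 higher and 2 lower among stromal markers and 10 lower among bar plot genes. For IL-13 against untreated they were 2 lower among MHC class II genes, 17 higher among cholesterol synthesis genes, 11 higher and 8 lower among matrix genes and 9 higher and 6 lower among interferon-stimulated genes. For IL-13 + DKK1 against untreated they were 3 lower among alternative activation markers. For IL-13 + DKK1 against IL-13 they were 3 higher among DKK1 receptors, 9 higher among IL-4/IL-13 receptor pathway genes, 3 lower among chemokines, 1 higher and 12 lower among cholesterol synthesis genes, 8 higher and 2 lower among macrophage identity genes, 12 higher and 7 lower among matrix genes, 2 lower among genes of Figure 4A and 10 lower among bar plot genes. For the interaction they were 4 higher among alternative activation markers. With at least 50 counts in 3 libraries, 344 genes were lower with IL-13 and 682 with both against untreated cells, and the list members were, for DKK1 against untreated, 0 higher among Wnt target genes, 0 higher among cell cycle genes, 2 lower among chemokine receptors, 0 lower among B cell markers, 1 higher and 0 lower among dendritic cell markers and 1 lower among neutrophil markers, and for IL-13 against untreated, 0 lower among alternative activation markers, and for IL-13 + DKK1 against untreated, 0 lower among alternative activation markers. Without a filter they were, for IL-13 against untreated, 0 lower among alternative activation markers, and for IL-13 + DKK1 against untreated, 0 lower among alternative activation markers. Upper-quartile factors gave, for DKK1 against untreated, 0 higher among cell cycle genes and 2 lower among chemokine receptors, and for IL-13 against untreated, 3 higher among cholesterol synthesis genes and 1 higher among interferon-stimulated genes, and library size only, for DKK1 against untreated, 1 higher among LXR target genes, 0 higher among cell cycle genes and 2 lower among chemokine receptors, and for IL-13 + DKK1 against untreated, 2 lower among alternative activation markers, and for IL-13 + DKK1 against IL-13, 2 lower among chemokines. DESeq2 gave, for IL-13 + DKK1 against untreated, 0 lower among alternative activation markers, and limma-voom, for DKK1 against untreated, 2 lower among chemokine receptors and 2 lower among dendritic cell markers, and for IL-13 against untreated, 1 higher among interferon-stimulated genes, and for IL-13 + DKK1 against untreated, 0 lower among alternative activation markers, and for IL-13 + DKK1 against IL-13, 2 lower among chemokines. A model of only the 2 groups compared gave, for DKK1 against untreated, 0 lower among dendritic cell markers, and for IL-13 against untreated, 0 lower among alternative activation markers, and for IL-13 + DKK1 against IL-13, 2 lower among chemokines, and adjustment over the list alone, for DKK1 against untreated, 2 lower among dendritic cell markers, and for IL-13 + DKK1 against IL-13, 2 lower among chemokines. Camera's adjusted p with an estimated correlation was, for IL-13 + DKK1 against IL-13 0.0674 (DKK1 receptors), 0.0674 (MHC class II genes) and 0.0674 (interferon-stimulated genes), and for the interaction 0.0661 (alternative activation markers), and for IL-13 against untreated 0.0626 (MHC class II genes), 0.113 (cholesterol synthesis genes) and 0.2 (matrix genes), and for DKK1 against untreated 0.0758 (cell cycle genes), 0.0663 (cholesterol synthesis genes), 0.17 (macrophage identity genes) and 0.0663 (interferon-stimulated genes), and for DKK1 against IL-13 0.135 (interferon-stimulated genes). With library size only it was 0.0772 for the macrophage identity genes (over the alternatives 0.021 to 0.17) and 0.966, with the direction turned, for the coagulation genes (0.966 to 0.993), both for DKK1 against untreated, and 0.0451 for the cholesterol synthesis genes of IL-13 + DKK1 against IL-13 (0.0451 to 0.653), and the log2 fold change of Tgfb1 with DKK1 became -0.028.

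When each library was left out in turn, the counts ranged over 0 to 1 higher Wnt target genes for DKK1 against untreated, 0 to 1 lower alternative activation markers for IL-13 against untreated, 0 to 1 lower alternative activation markers for IL-13 + DKK1 against untreated, 0 to 1 higher cell cycle genes for DKK1 against untreated, 1 to 2 lower chemokine receptors for DKK1 against untreated, 0 to 2 lower chemokines for IL-13 + DKK1 against IL-13, 3 to 7 higher cholesterol synthesis genes for IL-13 against untreated, 1 to 2 lower coagulation genes for DKK1 against untreated, 0 to 3 lower matrix genes for IL-13 against untreated, 1 to 2 higher dendritic cell markers for DKK1 against untreated, 0 to 2 lower dendritic cell markers for DKK1 against untreated, 0 to 1 higher stromal markers for DKK1 against untreated, 0 to 2 lower stromal markers for DKK1 against untreated, 0 to 3 higher interferon-stimulated genes for IL-13 against untreated and 1 to 2 lower interferon-stimulated genes for IL-13 against untreated. The log2 fold changes that changed sign ranged from -0.11 to 0.02 for Chil3 (IL-13 + DKK1 against IL-13) and -0.35 to 0.10 for Retnla (DKK1 against untreated), and turned without IL-13 replicate 2 or 3 for Chil3, and without untreated replicate 1 or DKK1 replicate 3 for Retnla.

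The groups share replicate numbers 1 to 3, but nothing in the sources used here says that a number marks a shared mouse or day. Of the 18 pairs of libraries with the same number, 0 had a correlation over 0.1 of their deviations from the group means (range -0.064 to 0.082 over all genes tested, and 3 pairs over the 1000 most variable genes), so the numbers were not taken as pairs. As a hint from the data, 10 of 12 libraries correlated best with their own number over all genes tested and 3 of 12 over the most variable ones. With the replicate number as a block, the calls were 841 and 1047 for DKK1 against untreated, 759 and 569 for IL-13 against untreated, 856 and 1072 for IL-13 + DKK1 against untreated, 754 and 987 for IL-13 + DKK1 against IL-13, 527 and 371 for IL-13 + DKK1 against DKK1, 1102 and 1399 for DKK1 against IL-13 and 352 and 417 for the interaction, and the block changed no call of the printed genes and no list count by over 1.5-fold.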

Differences from the paper's values

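The genes set beside the paper's sheets and figures were chosen after their values were seen. The identity of the comparison in each sheet was a question set before the deposited counts were examined, but after values in the sheets had been seen. For each of the paper's log2 fold changes printed below, none of the 17 alternatives set before the data were examined brought the value in the comparison named within the error of the paper's.

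The paper's Supplementary Data Sheet 1 is named as DKK1 against control. Of its 2242 genes the first 1998 were used here, and their log2 fold changes lay closest to IL-13 against DKK1, the opposite direction of DKK1 against IL-13 (median absolute difference 3.29e-06 by DESeq2 and 0.00787 by edgeR, against 2.94 by DESeq2 for the comparison named). In it, the paper's 1.03 for Arg1 stands beside 4.51 in the comparison named and -1.04 in the closest and the paper's -7.37 for Il1b stands beside 7.04 in the comparison named and 7.35 in the closest, the last with DKK1 over IL-13 and so of opposite sign.

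Supplementary Data Sheet 2, named as IL-13 against control, lay closest to IL-13 + DKK1 against DKK1 (median absolute difference 6.09e-06 by DESeq2 and 0.0164 by edgeR, against 0.762 by DESeq2 for the comparison named). The paper's sheet holds 796 genes at its stated thresholds, against 1326 called here for IL-13 against untreated and 898 for the closest comparison. Of the 17 alternatives, the one with at least 50 counts in 3 libraries gave a count of 957, within 1.5-fold of the paper's, and the other 16 did not. For single genes, the paper's 3.08 for Arg1 stands beside 5.54 in the comparison named and 3.10 in the closest, the paper's 1.92 for Mrc1 stands beside 1.56 in the comparison named and 1.94 in the closest, the paper's 2.35 for Timp1 stands beside 0.97 in the comparison named and 2.37 in the closest and the paper's -2.44 for Il1b stands beside -0.32 in the comparison named and -2.43 in the closest.

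Supplementary Data Sheet 3, named as IL-13 + DKK1 against control, lay closest to IL-13 + DKK1 against IL-13 (median absolute difference 5.33e-06 by DESeq2 and 0.00884 by edgeR, against 0.758 by DESeq2 for the comparison named), and the paper's 2.05 for Arg1 stands beside 7.6 in the comparison named and 2.06 in the closest, the paper's 1.08 for Mrc1 stands beside 2.65 in the comparison named and 1.09 in the closest and the paper's 3.02 for Timp1 stands beside 4.00 in the comparison named and 3.03 in the closest. Supplementary Data Sheet 4, named as IL-13 against IL-13 + DKK1, lay closest to IL-13 + DKK1 against untreated (median absolute difference 6.76e-06 by DESeq2 and 0.00445 by edgeR, against 0.689 by DESeq2 for the comparison named), and the paper's 7.59 for Arg1 stands beside 2.06 in the comparison named and 7.6 in the closest, the paper's 2.65 for Mrc1 stands beside 1.09 in the comparison named and 2.65 in the closest and the paper's 3.99 for Timp1 stands beside 3.03 in the comparison named and 4.00 in the closest. Il1b, also set beside Sheets 3 and 4, did not differ from the comparison named by more than the error. The numbers of genes in Sheets 1, 3 and 4 lay within 1.5-fold of those called here for the comparisons named.

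Supplementary Figure 1B, for DKK1 against control, shows the paper's log2 fold change of Arg1 at about 7.6 and of Timp1 at about 4, read by eye, against 4.51 and 1.63 here, and IL-13 + DKK1 against untreated gave 7.6 and 4.00. Supplementary Figure 4C, for IL-13 + DKK1 against IL-13, shows the paper's values at about 1 for Arg1, about -2.3 for Irf7, about -0.7 for Timp1 and about -2.5 for Pde4b, against 2.06, 2.43, 3.03 and 2.11 here, while DKK1 against IL-13 gave -1.04, 2.28, 0.67 and 2.53, with the sign opposite to the figure. The direction that the paper states there for Arg1 and Mrc1, higher with both than with IL-13 alone, holds here.

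The paper states that DKK1 strengthened the gene expression that IL-13 mediates, for which it also has qPCR and flow cytometry that were not analysed here. Of the 21 genes in its Figure 4A, 17 rose here when DKK1 was added, which goes with the statement, and Retnla fell. Relb (0.81), Ccl22 (-0.52) and Chil3 (-0.03) were not called, and of the alternatives only the one with no fold threshold called Relb higher and Ccl22 lower. Mrc1, drawn in Figure 1B as higher with DKK1, had a log2 fold change of 0.71 and was called only with no fold threshold. Over the 757 genes that IL-13 raised, 56 rose further and 336 fell, and of the 21 alternative activation markers 3 rose, Arg1 and Mrc1 among them, and 9 fell. It also states that co-treatment strengthened the expression of Timp1, Thbs1, Hif1a, Il1b and Cxcr2 that DKK1 mediates. Against DKK1 alone, 2 of the 5 were higher here, Timp1 (2.37) and, under the fold threshold, Cxcr2 (0.97), and 3 were lower, Thbs1 (-2.46), Il1b (-2.43) and, under the fold threshold, Hif1a (-0.64).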

Other observations

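The sum of the single effects was set beside the co-treated level only after the values were seen, and the gene lists were set earlier.

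Of 18 cholesterol synthesis genes, 10 rose with DKK1 and none fell (10 higher and 0 lower when adjusted over the list alone, and camera adjusted p = 7.70e-14, and adjusted p = 0.0663 with an estimated correlation), among them Fdps (log2 fold change 1.69 ± 0.20) and the mevalonate enzyme Mvd (1.82 ± 0.08). With IL-13 alone 5 rose and none fell (5 higher and 0 lower when adjusted over the list alone, and camera adjusted p = 7.21e-12, and adjusted p = 0.113 with an estimated correlation), among them Fdps (1.17 ± 0.20) and Sqle (1.12 ± 0.07), the squalene epoxidase. When DKK1 was added to IL-13, edgeR called 0 of them higher and 0 lower (15 at an unadjusted p under 0.05 and 0 called by DESeq2 and 0 by limma-voom, and camera adjusted p = 0.0528), and the interaction was negative for 14 and positive for none (0 higher and 14 lower when adjusted over the list alone, and camera adjusted p = 4.34e-43, adjusted p = 0.0291 with an estimated correlation). Of 9 LXR target genes, which respond to cholesterol derivatives, 2 rose with DKK1 and 2 fell (2 higher and 2 lower when adjusted over the list alone, and camera adjusted p = 0.606). The cholesterol exporter Abca1 (1.12 ± 0.06) and the desaturase Scd2 (1.67 ± 0.16) rose, and the exporter Abcg1 (-1.67 ± 0.08) and Mylip (-1.99 ± 0.06) fell. The median of this list was 0.03, its mean -0.06 and camera's direction down. Without untreated replicate 1 or IL-13 replicate 3, 3 cholesterol synthesis genes rose with IL-13. Abca1 was under the fold threshold with library size only, and edgeR's TREAT did not call Abca1 with DKK1 or Fdps and Sqle with IL-13.

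Of 16 AP-1 and immediate-early genes, 3 rose with DKK1 and 4 fell (3 higher and 4 lower when adjusted over the list alone, and camera adjusted p = 0.988), and the median of the list was 0.02, its mean -0.04 and camera's direction up. Ier3 (3.01 ± 0.07), Batf (2.91 ± 0.22) and Fosl2 (1.76 ± 0.05) rose, and Atf3 (-2.60 ± 0.05), Dusp4 (-2.43 ± 0.07), Egr1 (-2.09 ± 0.27) and Dusp2 (-1.49 ± 0.18) fell. Of 12 Wnt/β-catenin target genes, 4 were measured. Ccnd1, which was at 49.3 ± 7.89 CPM (SD, n = 3) in untreated cells and 4.02 ± 0.183 CPM (SD, n = 3) with DKK1, and Myc, at 19.0 ± 2.73 (SD, n = 3) and 2.54 ± 0.295 CPM (SD, n = 3), fell, and Apcdd1 (1.37 ± 0.47) rose from 0.434 ± 0.276 CPM (SD, n = 3), with 1 higher and 2 lower when adjusted over the list alone and camera adjusted p = 0.000125, while Znrf3 had a log2 fold change of -0.08 ± 0.11. Apcdd1 was not called without untreated replicate 1 or 3 or DKK1 replicate 1, nor by edgeR's TREAT, which leaves 0 of these genes higher. Of the 4 measured DKK1 receptors edgeR called 0 higher and 0 lower (4 at an unadjusted p under 0.05 and 0 called by DESeq2 and 0 by limma-voom, and camera adjusted p = 0.838), with log2 fold changes of 0.78 ± 0.05 for Kremen1, -0.40 ± 0.05 for Lrp5, 0.14 ± 0.05 for Lrp6 and -0.84 ± 0.06 for Ckap4. Kremen1 alone rose when DKK1 was added to IL-13 (1.14 ± 0.06, with 1 higher and 0 lower when adjusted over the list alone and camera adjusted p = 0.0106, and adjusted p = 0.0674 with an estimated correlation). Of 9 MHC class II genes, 0 were called higher and 0 lower with DKK1 alone by edgeR (6 at an unadjusted p under 0.05 and 0 called by DESeq2 and 0 by limma-voom, and camera adjusted p = 0.527).

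Of the markers of other cell types, none of 6 mast cell and basophil markers and none of 6 erythroid markers passed the filter, and of 9 T and NK cell markers Cd4 alone did, at 9.26 ± 1.56 CPM (SD, n = 3) in untreated cells and with a log2 fold change of 0.39 ± 0.19 with DKK1 (1 at an unadjusted p under 0.05 and 0 called by DESeq2 and 0 by limma-voom). Of 6 B cell markers, 2 were measured, and Cd79a fell (-2.65 ± 0.67) from 0.474 ± 0.242 CPM (SD, n = 3), with 0 higher and 1 lower when adjusted over the list alone. Of 5 stromal markers measured, edgeR called 0 higher and 0 lower with DKK1 (4 at an unadjusted p under 0.05 and 0 called by DESeq2 and 0 by limma-voom, and camera adjusted p = 0.838), and Col1a1 was at 57.1 ± 19.4 CPM (SD, n = 3) in untreated cells. Of 4 dendritic cell markers measured, 2 rose, Ccr7 and Xcr1 (1.5 ± 0.52), and Clec9a (-2.09 ± 0.63) fell (2 higher and 2 lower when adjusted over the list alone, and camera adjusted p = 0.881), with Xcr1 at 0.210 ± 0.0596 (SD, n = 3) and Clec9a at 0.410 ± 0.172 CPM (SD, n = 3) in untreated cells. Xcr1 was not called without untreated replicate 2 or 3 or DKK1 replicate 2 or 3, and Clec9a not without untreated replicate 2 or DKK1 replicate 1, while without untreated replicate 3, 1 stromal marker rose and 2 fell, and without DKK1 replicate 3, 1 rose. edgeR's TREAT called none of Cd79a, Xcr1 and Clec9a.

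On the linear scale, the co-treated level was set beside the level that the sum of the single effects would give, with standard errors from 3 libraries per group and no test. For Arg1 the sum was 1003 ± 41.9 CPM and the co-treated level 2851 ± 6.86 CPM, a ratio of 2.84. Timp1 had 13.6 ± 0.919 and 53.5 ± 2.20 CPM, a ratio of 3.94, and the ratio was 1.75 for Mrc1 and 1.66 for Cxcr2. Below the sum were Hif1a, with 616 ± 17.6 and 402 ± 8.64 CPM, and Thbs1 and Il1b, with ratios of 0.184 and 0.186. Arg1 thus lay above the sum of the single effects while its interaction on the log2 scale was negative.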
